# The Cytosolic Iron-Sulfur Cluster Assembly Protein MMS19 Regulates Transcriptional Gene Silencing, DNA Repair, and Flowering Time in *Arabidopsis*

**DOI:** 10.1371/journal.pone.0129137

**Published:** 2015-06-08

**Authors:** Yong-Feng Han, Huan-Wei Huang, Lin Li, Tao Cai, She Chen, Xin-Jian He

## Abstract

MMS19 is an essential component of the cytoplasmic iron-sulfur (Fe-S) cluster assembly complex in fungi and mammals; the *mms19* null mutant alleles are lethal. Our study demonstrates that MMS19/MET18 in *Arabidopsis thaliana* interacts with the cytoplasmic Fe-S cluster assembly complex but is not an essential component of the complex. We find that MMS19 also interacts with the catalytic subunits of DNA polymerases, which have been demonstrated to be involved in transcriptional gene silencing (TGS), DNA repair, and flowering time regulation. Our results indicate that MMS19 has a similar biological function, suggesting a functional link between MMS19 and DNA polymerases. In the *mms19 *null mutant, the assembly of Fe-S clusters on the catalytic subunit of DNA polymerase α is reduced but not blocked, which is consistent with the viability of the mutant. Our study suggests that MMS19 assists the assembly of Fe-S clusters on DNA polymerases in the cytosol, thereby facilitating transcriptional gene silencing, DNA repair, and flowering time control.

## Introduction

Iron-sulfur (Fe-S) proteins are involved in fundamental cellular processes, such as electron transfer in mitochrondria and plastids, assembly of ribosomes, and DNA replication and repair [1–3]. The assembly of Fe-S clusters on their substrates depends on Fe-S cluster assembly proteins, most of which are evolutionarily conserved from microbes to mammals and plants. Fe-S cluster assembly is initiated in the mitochondria when a cysteine desulfurase complex Nfs1-Isd11 releases the sulfur required for iron-sulfur cluster formation [4]. The sulfur source is transferred to the mitochondrial ISC (iron-sulfur assembly complex) assembly machinery and may be exported to the cytosol by the ABC (ATP-binding cassette) transporter ATM1 for the assembly of cytosolic and nuclear Fe-S proteins [2]. In the cytosol of yeast, a diflavin reductase Tah18 first forms a complex with an Fe-S cluster-containing protein Dre2 for generation of stably inserted Fe-S clusters [5, 6], and subsequently Fe-S clusters are assembled on the scaffold complex CFD1-NBP35 [7]. Fe-S clusters are then released from NBP35 and transferred to target proteins, aided by the Fe-S protein NAR1 and the cytosolic iron-sulfur cluster assembly (CIA) complex [2, 7, 8]. NAR1 is likely to act as an adaptor between the CFD1-NBP35 complex and the CIA complex [7, 9]. A WD40-repeat protein CIA1 and a small acidic protein CIA2 are part of the CIA complex required for the maturation of Fe-S target proteins [10–12]. However, no CFD1 ortholog was found in *Arabidopsis*, where Fe-S clusters are assembled on the NBP35 homodimer [13].

MMS19 was primarily thought to be a component of the transcription factor TFIIH complex, which is involved in transcription, telomere length maintenance, and nucleotide excision repair in the nucleus [14–16]. Moreover, MMS19 was found in a chromatin silencing complex that contains MMS19, DOS2, RIK1, and CDC20 (the catalytic subunit of DNA polymerase ε) and is required for DNA replication, siRNA production, and heterochromatin assembly [17]. MMS19 is also required for proper chromosome segregation in human cells [18]. These findings suggest that MMS19 is involved in multiple processes in the nucleus. MMS19 was recently identified as a component of the CIA complex in yeast and mammals [3, 19, 20]. Using a yeast-two-hybrid assay, it was demonstrated that the *Arabidopsis* MMS19/MET18 (AT5G48120) physically interacts with CIA2/AE7 [8]. It is necessary to study how MMS19 regulates Fe-S cluster assembly and diverse nuclear processes in *Arabidopsis*.

DNA polymerases are central to the replication of double-stranded DNAs and are required for both heterochromatin silencing and DNA repair [21–23]. In *Arabidopsis*, several proteins involved in DNA replication and repair are required for transcriptional gene silencing (TGS) [23–25]. DNA polymerases α, δ, and ε are the main replicative DNA polymerases required for nuclear DNA replication in eukaryotes. DNA polymerase α is responsible for elongating the RNA primer with ~20 nucleotides. DNA polymerases δ and ε synthesize the lagging- and leading-strand DNAs, respectively [26]. The catalytic subunit of DNA polymerase ε contributes to the silencing of heterochromatin by associating with the silencing factors DOS2 and RIK1 in fission yeast [17]. In *Arabidopsis*, the null mutants of DNA polymerases α and ε are lethal [27–29], whereas their weak mutant alleles show pleotropic developmental phenotypes and are defective in DNA damage repair and TGS [30–32]. DNA polymerases α and ε are required for flowering repression, and their weak mutant alleles show an early flowering phenotype [29–31]. The DNA polymerases α, δ, and ε and the major DNA mutagenesis enzyme ζ were recently demonstrated to contain Fe-S clusters in the C-terminal domain (CTD) of their catalytic subunits in yeast [33]. Loss of Fe-S clusters in the DNA polymerase δ catalytic subunit Pol3 prevents the interaction of the catalytic subunit with the other subunits Pol31 and Pol32, suggesting that Fe-S clusters are necessary for the functioning of DNA polymerases. However, whether and how Fe-S clusters are assembled on DNA polymerases in plants remain unknown.

In this study, we demonstrate that MMS19 associates with the CIA complex in *Arabidopsis*, which is consistent with findings obtained with yeast and human cells [3, 19, 20]. Our gel filtration assay indicates, however, that MMS19 exists in a high-molecular-weight complex that differs from the other CIA complex components, suggesting a distinct role of MMS19 in *Arabidopsis*. Our study suggests that MMS19 in *Arabidopsis* enhances the assembly of Fe-S clusters on DNA polymerases and thereby contributes to TGS, DNA repair, and flowering time control.

## Results

### MMS19 associates with iron-sulfur assembly complex components and DNA polymerases

MMS19 was previously demonstrated to facilitate heterochromatin silencing in fission yeast, but the underlying mechanism is controversial [17, 19, 20]. Because MMS19 is conserved in eukaryotic organisms, it will be useful to determine whether and how MMS19 is involved in heterochromatin silencing in *Arabidopsis*. In *Arabidopsis*, MMS19 is a single protein and has no other homolog. We generated a construct harboring a native promoter-driven *MMS19*-*Myc* fusion sequence and transformed the construct into the *mms19* T-DNA mutant (*mms19-2*: Salk_147068) to obtain *MMS19-Myc* transgenic plants. We used anti-Myc antibody-conjugated beads to purify MMS19-associating proteins in the *MMS19-Myc* transgenic plants. Mass spectrometric analysis indicated that many proteins were identified by from both the wild-type control and the *MMS19-Myc* transgenic plants; these proteins are thought to be contaminants. The proteins shown in Table 1 were identified from the *MMS19-Myc* transgenic plants but not from the wild-type control. MMS19 is the most abundant protein in affinity purification of MMS19-Myc (Table 1). Moreover, other proteins were co-purified, and these included the cytosolic Fe-S assembly complex components CIA1, CIA2/AE7, and NAR1, as well as the catalytic subunits of DNA polymerases α, δ, and ε (ICU2, AT5G63960, and ABO4), suggesting that MMS19 may associate with these proteins (Table 1). We generated *CIA1-Flag* and *CIA2-Flag* constructs and transformed the constructs into *MMS19-Myc* transgenic plants, thereby obtaining plants harboring both *MMS19-Myc* and *CIA1-Flag* or *CIA2-Flag*. The interactions of MMS19 with CIA1 and CIA2 were confirmed by co-immunoprecipitation (co-IP) in these transgenic plants (Fig 1A). In addition, the interaction of MMS19 with ICU2 was confirmed by co-IP in the transgenic plants harboring both *MMS19-Flag* and *ICU2-Myc* transgenes (Fig 1B).

**Fig 1:**
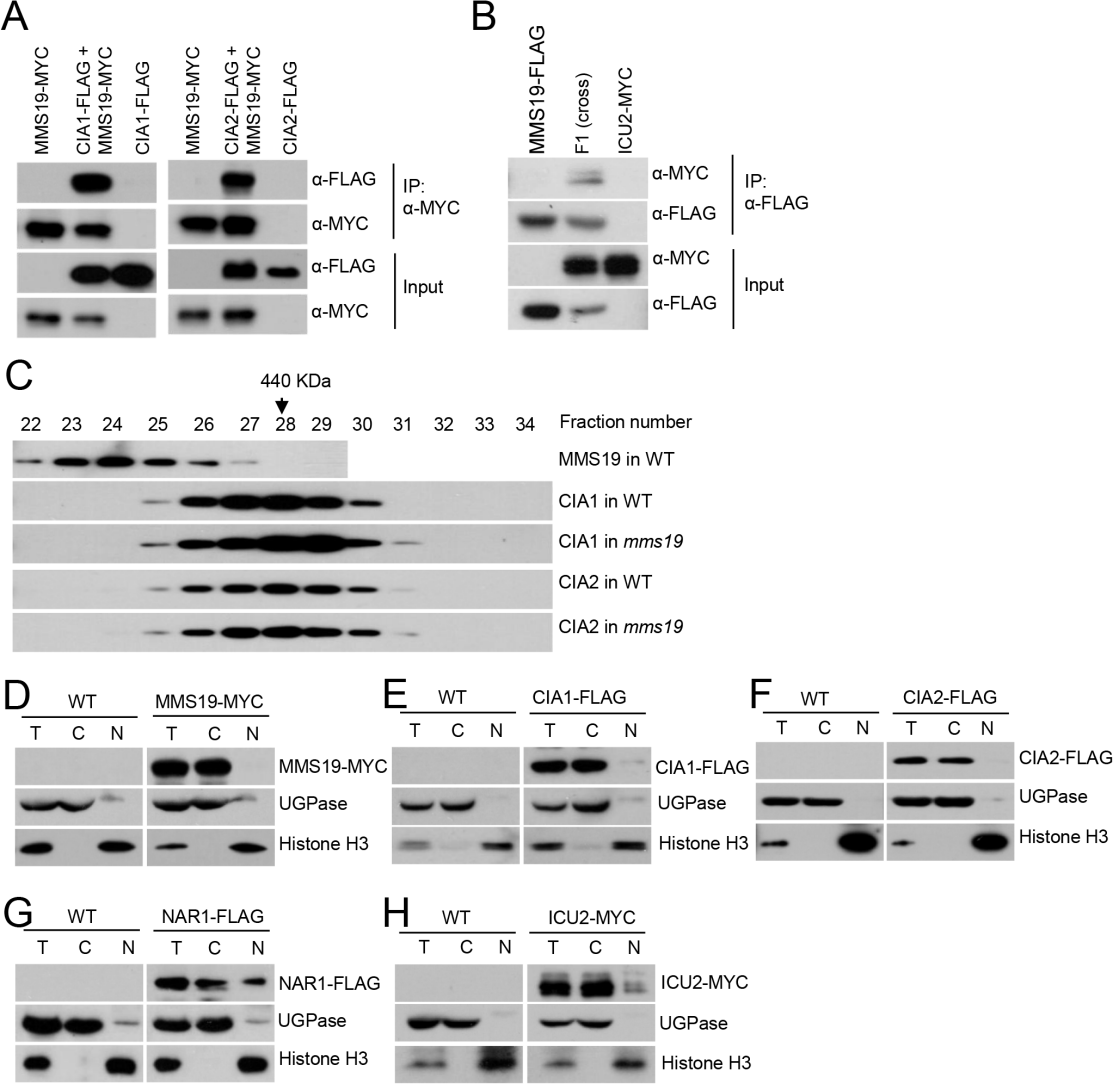
MMS19 interacts with the Fe-S assembly complex components CIA1 and CIA2 and the catalytic subunits of DNA polymerases in the cytoplasm. (A) MMS19 interacts with CIA1 and CIA2 *in vivo* as determined by co-IP. (B) MMS19 interacts with ICU2 *in vivo*. (C) Gel filtration analysis of MMS19, CIA1, and CIA2. The protein extracts were isolated from flowers of transgenic plants (*MMS19-Myc*, *CIA1-Flag*, and *CIA2-Flag*) in the wild-type or *mms19* mutant background and were loaded onto a Superose 6 10/300 GL column. The eluted fractions were run on an SDS-PAGE gel and subjected to Western blotting. The fraction numbers and sizes of standard proteins are shown. The subcellular localization of MMS19 (D), CIA1 (E), CIA2 (F), NAR1 (G), and ICU2 (H) as determined by nuclear-cytoplasmic fractionation. T: total extraction proteins, C: cytoplasmic proteins, N: nuclear proteins. MMS19, CIA1, and CIA2 mainly localized in the cytoplasm while NAR1 and ICU2 localized both in the cytoplasm and the nucleus. Histone H3 and UGPase were used as a nuclear marker and a cytoplasmic marker, respectively.

**Table 1:** Mass spectrometric analyses of MMS19, CIA1, and CIA2 affinity.

		MMS19 in WT		CIA1 in WT		CIA1 in *mms19*		CIA2 in WT		CIA2 in *mms19*	
AGI code	Protein	Mascot score	Unique peptides	Mascot score	Unique peptides	Mascot score	Unique peptides	Mascot score	Unique peptides	Mascot score	Unique peptides
AT5G48120	MMS19	5429	21	1658	21	0	0	3455	31	0	0
AT2G26060	CIA1	631	12	9870	65	16371	89	2157	16	2485	20
AT5G67100	ICU2	480	12	0	0	0	0	0	0	0	0
AT1G68310	CIA2	412	5	1542	10	2713	16	6373	15	6356	23
AT1G08260	ABO4	354	10	0	0	0	0	0	0	0	0
AT3G63460		347	7	140	2	0	0	182	3	69	1
AT5G63960	Pol δ	189	4	314	6	0	0	469	11	0	0
AT2G16950	TRN1	88	4	139	3	0	0	182	5	0	0
AT5G20020	RAN2	64	2	77	2	0	0	71	1	0	0
AT4G16440	NAR1	60	1	69	2	109	2	199	3	270	5
AT3G50845		0	0	416	7	294	5	0	0	0	0
AT3G11830		0	0	361	8	624	12	161	4	147	5
AT5G62600	MOS14	0	0	229	4	0	0	284	7	0	0

Total proteins were extracted from flowers and used for a gel filtration assay (Fig 1C). The result indicated that CIA1-Flag and CIA2-Flag were co-eluted at ~440 KD (Fig 1C). Previous studies demonstrated that the homologs of CIA1 and CIA2 in fungi and animals exist in a conserved CIA complex [10–12]. Our gel filtration results demonstrated that CIA1 and CIA2 are present in complexes of the same size (Fig 1C), suggesting that the *Arabidopsis* CIA1 and CIA2 also exist in a conserved CIA complex. We introduced the *CIA1-Flag* and *CIA2-Flag* constructs into the *mms19* mutant background and found that the size of CIA1- and CIA2-containing complex is not affected in the *mms19* mutant as compared to that in the wild type (Fig 1C), suggesting that MMS19 is not an essential component of the CIA complex even though it associates with CIA1 and CIA2. As determined by the gel filtration assay, we found that although the elution of the MMS19-containing complex is partially overlapped with the CIA1- and CIA2-containing complex, the MMS19-containing complex is mostly eluted in high-molecular-weight fractions in which CIA1 and CIA2 are not present (Fig 1C). While MMS19 associates with the CIA complex components CIA1 and CIA2, it may form a high-molecular-weight complex that is different from the CIA complex. As determined by affinity purification of MMS19 (Table 1), the high-molecular-weight MMS19-containing complex may contain DNA polymerases and other uncharacterized proteins. Whether and how these proteins act in Fe-S cluster assembly remain to be studied in future.

DNA polymerases α, δ, and ε are the main replicative DNA polymerases in eukaryotes. The catalytic subunits of the three polymerases in fission yeast have been demonstrated to be Fe-S proteins [33]. In our results, affinity purification of MMS19 co-purified all three polymerase catalytic subunits including ICU2, ABO4/TIL1, and AT5G63960, whereas affinity purification of CIA1 and CIA2 co-purified only AT5G63960 (Table 1). In the *mms19* mutant background, however, AT5G63960 was undetectable in the CIA1 and CIA2 affinity-purified proteins (Table 1). MMS19 may facilitate the interaction of CIA1 and CIA2 with the catalytic subunit of DNA polymerase δ.

### Subcellular localization of MMS19, CIA1, CIA2, and NAR1

Although MMS19 was recently found to be associated with Fe-S assembly in the cytoplasm [8, 19, 20], MMS19 was previously reported to directly associate with chromatin and act in heterochromatin silencing in the nucleus [17]. Subcellular localization of MMS19 was determined in *MMS19-Flag* transgenic plants. Nuclear proteins and cytosolic proteins were extracted from the transgenic plants and subjected to Western blotting assay. The antibodies against UGPase and histone H3 were used as markers for cytoplasmic and nuclear proteins, respectively. The results indicated that MMS19 is localized in the cytoplasm but not in the nucleus (Fig 1D). Subcellular localization of CIA1, CIA2, and NAR1 was determined in *CIA1-Flag*, *CIA2-Flag*, and *NAR1-Flag* transgenic plants, respectively. We found that CIA1 and CIA2 are cytoplasmic proteins and that NAR1 exists in both the cytoplasm and the nucleus (Fig 1E, 1F and 1G). The localization of MMS19, CIA1, and CIA2 in the cytoplasm is consistent with the inference that the CIA complex is responsible for Fe-S cluster assembly in the cytoplasm [8, 19, 20]. The yeast NAR1 is predominantly localized in the cytoplasm [9], whereas the *Arabidopsis* NAR1 is present in both the cytoplasm and the nucleus (Fig 1G). NAR1 was thought to transfer Fe-S clusters from the Fe-S cluster scaffold protein NBP35 to the CIA complex at an early step of the cytosolic Fe-S cluster assembly in yeast [10]. In *Arabidopsis*, the partially nuclear localization of NAR1 is probably required for Fe-S cluster assembly on nuclear Fe-S proteins.

Among the three DNA polymerases identified by affinity purification of MMS19 (Table 1), ICU2 and ABO4 were previously characterized [32]. However, it is difficult to understand how the cytoplasmic MMS19 interacts with ICU2 and ABO4, which are primarily thought to be located in the nucleus (Table 1 and Fig 1B). To determine the subcellular localization of ICU2 and ABO4, we primarily tried to generate tagged transgenic plants for both *ICU2* and *ABO4*. Because the size of *ABO4* is long (~16 Kb), we failed to clone *ABO4*. Thus, we obtained only *ICU2-Myc* transgenic plants. The *ICU2-Myc* signal is predominantly present in the cytoplasm rather than in the nucleus (Fig 1H), suggesting that the interaction of ICU2 with MMS19 occurs in the cytoplasm.

### MMS19 is involved in transcriptional gene silencing

The catalytic subunits of the replicative DNA polymerases α, δ, and ε were co-purified by affinity purification of MMS19 (Table 1 and Fig 1B). Thus, we predicted that MMS19 is functionally associated with the DNA polymerases. Two individual *mms19* mutants, *mms19-1* (salk_121963) and *mms19-2* (salk_147068) were obtained from *Arabidopsis* Stock Center. The transcript level of *MMS19* was not detected in the two mutants by quantitative RT-PCR, indicating that the two *mms19* mutants are null allele mutants (S1 Fig). In *Arabidopsis*, the catalytic subunits of the DNA polymerases α and ε (ICU2 and ABO4) were identified as regulators of TGS [30, 32]. The *RD29A* promoter-driven luciferase transgene (*RD29A-LUC*) and the accompanied *35S* promoter-driven *NPTII* transgene (*35S-NPTII*) are expressed well in the C24 wild-type background but are silenced when the DNA demethylase gene *ROS1* is depleted in the *ros1* mutant [34]. In the *ros1icu2* and *ros1abo4* double mutants, the expression of *35S-NPTII* but not of *RD29A-LUC* is reactivated, suggesting that ICU2 and ABO4 are required for the silencing of *35S-NPTII* in the *ros1* mutant background [30, 32]. To determine whether MMS19 is required for the silencing of *RD29A-LUC* and *35S-NPTII* in the *ros1* mutant background, we generated the *ros1mms19* double mutant harboring both *RD29A-LUC* and *35S-NPTII* by crossing. We found that although *35S-PTII* exists in both the *ros1* single mutant and the *ros1mms19* double mutant, the *ros1mms19* double mutant is much more resistant to kanamycin than the *ros1* single mutant, suggesting that *mms19* releases the silencing of *35S-NPTII*. Meanwhile, the *mms19* mutation has no effect on the silencing of *RD29A-LUC* as determined by luminescence imaging (Fig 2A). The results suggest that MMS19 is required for the DNA polymerase-mediated transgene silencing.

**Fig 2:**
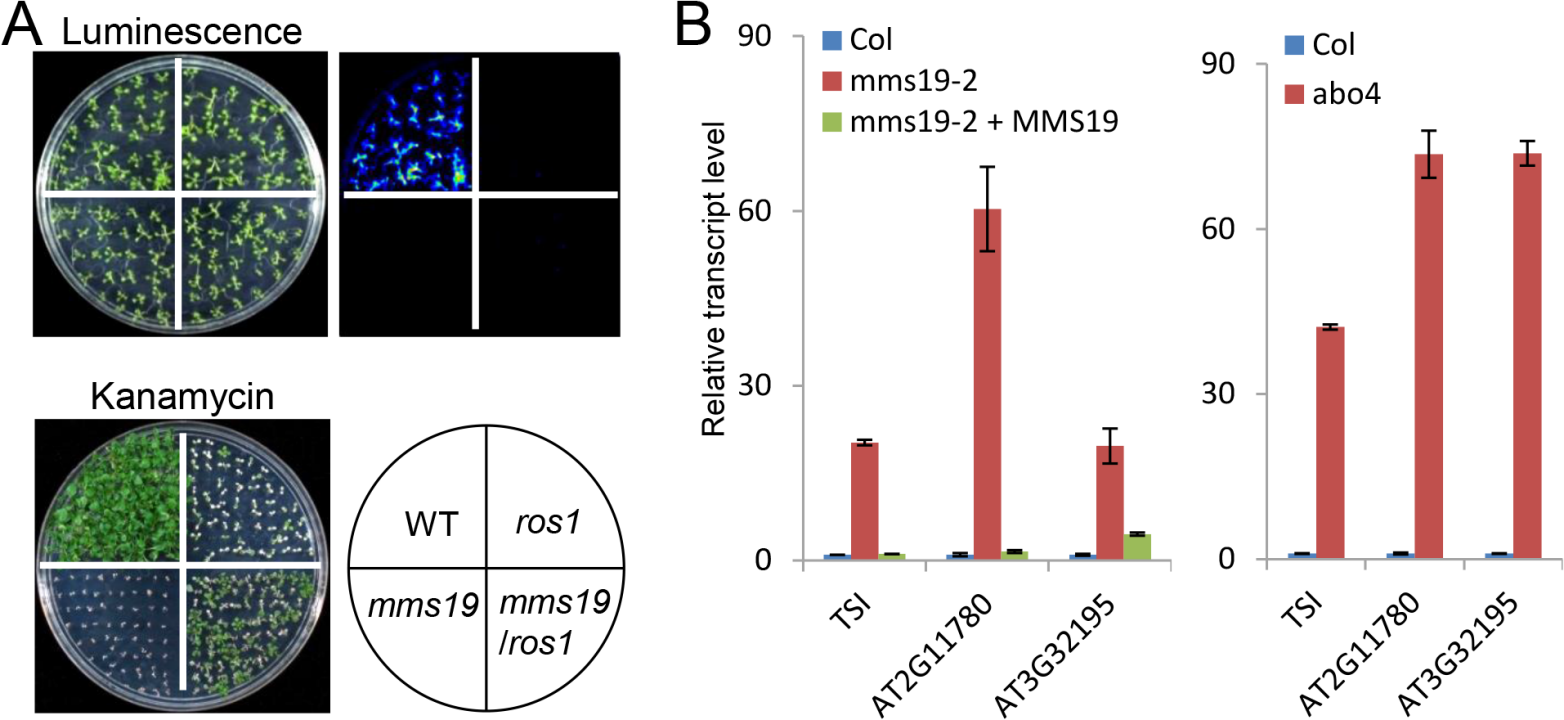
Silencing of *35S-NPTII* transgene and endogenous transposable elements and other loci is affected in the *mms19* mutant. (A) The effect of *mms19* on the silencing of *RD29A-LUC* and *35S-NPTII* transgenes. Each genotype harboring the *RD29A-LUC* and *35S-NPTII* transgenes was grown on MS medium for 14 days followed by cold treatment for 2 days at 4 °C. The treated seedlings were sprayed with luciferin for luminescence imaging. The seedlings were grown on MS medium supplemented with 150 mg/L kanamycin for 20 days and photographed. (B) The *mms19* and *abo4* mutants release the silencing of transposable elements. The transcript levels of the transposable element genes *TSI*, *AT2G11780*, and *AT3G32195* were detected in the wild type, *mms19-2* and its complementation line, and *abo4* by quantitative RT-PCR. *ACT7* was used as an internal control for normalization. Quantitative RT-PCR experiments were biologically repeated three times with similar results. Showing is the result of three technical replicates from one representative experiment.

*TSI* (*transcriptional silencing information*) loci are the pericentromeric *Athila* retrotransposons that are subjected to transcriptional silencing in the wild-type *Arabidopsis* [35]. The silencing of *TSI* is significantly released in the *icu2* and *abo4* mutants [30, 32]. We found that the silencing of *TSI* is also released in the two individual *mms19* mutants and that this effect is rescued by the native promoter-driven *MMS19-Myc* transgene (Fig 2B and S2 Fig). Moreover, we found that the silencing of the transposon genes *AT2G11780* and *AT3G32195* is released by *mms19* as well as by *abo4-1* (Fig 2B and S2 Fig). These results demonstrate that MMS19 is functionally associated with the DNA polymerases α and ε in TGS.

### MMS19 and ABO4 have a similar effect on the expression of genes and transposable elements (TEs)

Because of the physical and functional association between MMS19 and ABO4, we performed RNA-sequencing (RNA-seq) analyses to determine whether MMS19 and ABO4 have a similar effect on the expression of genes and TEs. 

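Poly(A) RNA from 14-day-old seedlings was sequenced, with 1 library each for the wild type (Col-0), *mms19* and *abo4*. Because each genotype has 1 library, no difference has a replicate check, and no p-value is given across genes. The authors aligned 45-bp reads to the TAIR10 genome with Tophat, computed FPKM values (fragments scaled to transcript length and library size) with Cufflinks, and deposited these values for the 3 libraries in 1 table. The table lists 34133 entries at 33559 loci, and where a locus had more than 1 entry, the entry with the larger mean FPKM was used. This choice was made after the data were examined. A value above 0 in at least 1 library was listed at 26416 loci. The 279 genes of the chloroplast and mitochondrial genomes were listed at 0 in every library, so an exact 0 in this table is reported only as listed at 0. Each mutant was compared with the wild type by the log2 ratio of FPKM + 0.1, and a gene was counted as changed where the ratio was above 1 or below -1, which is the 2-fold limit of the paper. Adding 0.1 FPKM understates the change of genes with low values. The wild-type and *abo4* columns carry the scaling of S2 Table, and the *mms19* column carries that of S1 Table. At each of the 336 genes of S1 Table with a wild-type value above 0, the deposited wild-type value was higher than the value in S1 Table by 0.02 on the log2 scale, which lowers the log2 ratios of *mms19* by up to this amount. The number of reads behind each value was estimated from the effective transcript length that Cufflinks uses for unpaired reads, with fragments of mean 200 nt, SD 80 nt and at least 49 nt. With these lengths, 96.9% of the values between 0.5 and 20 reads came out within 0.05 of a whole number in the wild type at genes with a single transcript of 60 to 150 nt (97 genes), beside 95.5% in *mms19* (89 genes) and 94.0% in *abo4* (84 genes). At longer genes with a single transcript, these shares were 63.6%, 69.6% and 74.6%, so the estimates are less exact there, and summed over genes they come out too high.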

Although null mutant alleles of *ABO4* are embryonically lethal [27, 28], the weak missense mutant allele *abo4-1* is viable and is defective in TGS [30]. Thus, we used RNA-seq analyses to compare the effect of the null *mms19-2* mutation and the weak *abo4-1* mutation on the expression of genes and TEs. 

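*MMS19* (AT5G48120) lies on chromosome 5 of TAIR10 from 19507902 to 19514854. It had 10.1 FPKM in the wild type, 0.228 FPKM in the library labelled *mms19-1* and 9.01 FPKM in *abo4*. The paper is not uniform on this allele, since 1 sentence of its Results names *mms19-2* for the RNA-seq comparison. The methods and the sentence on read numbers name *mms19-1*, so the library is taken here as *mms19-1*. The level in *mms19* was 2.25% of the wild type (95% exact confidence interval 1.63 to 3.05%), from an estimated 43 reads against 2079. The level in *abo4* was 88.8% of the wild type (83.2 to 94.8%). *ABO4* (AT1G08260) had 5.03 FPKM in the wild type, 6.95 FPKM in *mms19* and 8.09 FPKM in *abo4*. Its level was 138% of the wild type in *mms19* (131 to 146%) and 161% in *abo4* (153 to 169.8%). Such intervals cover the counting error of these libraries only, not the spread between seedlings of a genotype.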

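The FPKM values were scaled to 56117034 reads in the wild type, 51403527 in *mms19* and 49698718 in *abo4*, as recovered from the lowest values. The reads estimated from the FPKM values add up to more than these numbers over all genes, to 60131307, 55156294 and 53025174, so the estimates are too high on the whole and the intervals drawn from them are somewhat too narrow. By the recovered numbers, the depth of *mms19* was 0.916 times and that of *abo4* 0.886 times the depth of the wild type. At a transcript of 1500 nt, 1 read was worth 0.0138 FPKM in the wild type, 0.0150 FPKM in *mms19* and 0.0155 FPKM in *abo4*. At 300 nt these values were 0.179, 0.195 and 0.202 FPKM, and at 72 nt they were 57.2, 62.5 and 64.6 FPKM, so a short gene reaches a high FPKM from 1 read. A value of at least 1 FPKM was reached by 19630 genes in the wild type, 19619 in *mms19* and 19782 in *abo4*. The median log2 ratio of the 19771 genes with a mean of at least 1 FPKM was -0.02 in *mms19* and -0.01 in *abo4*.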

In total, 5.86x10^7^, 5.37x10^7^, and 5.12x10^7^ reads were obtained from the RNA libraries of the wild type, *mms19-1*, and *abo4-1*, respectively, and most of the reads are uniquely matched on the Tair10 *Arabidopsis* genome. The RNA sequencing data indicated that 252 and 453 genes are significantly upregulated (log_2_(fold-change)>1; P<0.01) in *mms19* and *abo4*, respectively (Fig 3A, S1 and S2 Tables). 

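By the log2 ratio of FPKM + 0.1, 628 genes were more than 2-fold higher in *mms19* than in the wild type, and 1021 were more than 2-fold higher in *abo4*. The Cuffdiff P was not computed here, because it needs the reads. A mean of at least 1 FPKM over the 3 libraries was reached by 204 of the 628 genes and 379 of the 1021 genes. The wild type was listed at 0 for 254 and 307 of them. The median number of estimated reads in the mutant and the wild type together was 12.7 for the genes higher in *mms19* and 31.4 for those higher in *abo4*. With 0.01 FPKM added in place of 0.1, 2273 genes were higher in *abo4*, and with a 4-fold limit, 149 genes were higher in *mms19* and 233 in *abo4*. A rule closer to that of the paper required more than 2-fold with nothing added and a two-sided exact binomial p under 0.01 between the estimated reads. It counted 386 genes in *mms19* and 812 in *abo4*, of which 310 and 666 were also among the 628 and 1021. This rule compares the libraries and not the genotypes.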

Of the 252 genes upregulated in *mms19*, 98 (98/252 = 38.9%) are also upregulated in *abo4* (Fig 3A). 

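Of the 628 genes more than 2-fold higher in *mms19*, 248 were also more than 2-fold higher in *abo4*, which is 39.5% (95% Wilson confidence interval 35.7 to 43.4%). The *mms19* and *abo4* ratios share the same wild-type library, so genes can be shared without any effect of the mutations. Simulated libraries with equal expression and Poisson noise gave a mean share of 35.5% (27.6 to 43.2% in the central 95% of 100 draws), over the genes with a usable length, where the observed share was 39.3%. With an added dispersion of 0.05, the mean share was 28.0% (23.9 to 31.6%), and no draw reached the observed share. With an added dispersion of 0.2, the mean share was 43.4% (41.9 to 44.9%), above the observed share. That setting also gave 3259 genes higher in *mms19*, beside 606 observed. Of the 248 genes, 94 were listed at 0 in the wild type, 93 had a mean of at least 1 FPKM and 30 were transposable element (TE) genes. Across the alternatives, the share lay between 38.0% with 1 FPKM added and 49.9% with 0.01 FPKM added. It was 44.8% under the rule with the binomial p, or 173 of 386 genes. Of the 252 genes that S1 Table lists as upregulated, 200 were higher in *abo4* by any amount and 115 were more than 2-fold higher (45.6%, Wilson interval 39.6 to 51.8%), while 13 were more than 2-fold lower.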

The RNA sequencing data also indicated that 132 and 296 genes are significantly downregulated (log_2_(fold-change)<-1; P<0.01) in *mms19* and *abo4*, respectively (Fig 3A, S1 and S2 Tables). 

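By the log2 ratio, 432 genes were more than 2-fold lower in *mms19* than in the wild type, and 682 were more than 2-fold lower in *abo4*. A mean of at least 1 FPKM was reached by 159 of the 432 genes and 375 of the 682 genes. The mutant was listed at 0 for 190 and 225 of them. The median number of estimated reads in the mutant and the wild type together was 12.9 for the genes lower in *mms19* and 47.2 for those lower in *abo4*. With 1 FPKM added, 132 genes were lower in *mms19* and 290 in *abo4*, and under the rule with the binomial p the counts were 225 and 469.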

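Of the 432 genes more than 2-fold lower in *mms19*, 168 were also more than 2-fold lower in *abo4*, which is 38.9% (95% Wilson confidence interval 34.4 to 43.6%). Of these 168 genes, 100 were listed at 0 in both mutants, with a median of 0.999 estimated reads in the wild type, and 53 had a mean of at least 1 FPKM. Simulated libraries with equal expression and Poisson noise gave a mean share of 40.8% (34.2 to 47.1% in the central 95% of draws), beside an observed 37.1% over the same genes. With an added dispersion of 0.05, the mean share was 21.1% (17.9 to 24.1%), and no draw reached the observed share. Without the genes listed at 0 in the wild type or in both mutants, the share was 20.5% (68 of 332 genes). This alternative was chosen after the data were examined. Over the simulated genes, the observed share was then 20.1%. The simulated share was 16.9% (11.1 to 22.7%) with Poisson noise and 13.5% (10.7 to 15.8%) with a dispersion of 0.05. With a dispersion of 0.2, the simulated share was 31.1% (29.6 to 32.5%), above the observed one. Under the rule with the binomial p, the observed share was 19.6% (44 of 225 genes). Of the 132 genes that S1 Table lists as downregulated, 86 were lower in *abo4* by any amount, 30 were more than 2-fold lower (22.7%, Wilson interval 16.4 to 30.6%) and 8 were more than 2-fold higher.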

Of the 132 genes downregulated in *mms19*, 26 (26/132 = 19.7%) are also downregulated in *abo4* (Fig 3A, S1 and S2 Tables). 

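Among the 26416 genes with a value above 0, chance alone would place 24.3 genes in the higher set of both mutants and 11.2 in the lower set of both if the sets were independent. Among genes of similar mean FPKM, in 50 groups of equal size, the expected numbers were 70.9 and 23.2. Neither expectation includes the chance values of the wild-type library that both comparisons share. Libraries with equal expression were therefore drawn 100 times at the depths of the 3 libraries, over the 32733 genes with a usable length. Of these genes, 238 were more than 2-fold higher in both mutants and 152 more than 2-fold lower in both. With Poisson noise, the simulated libraries gave 59.4 genes higher in both on average and at most 75, and 70.3 genes lower in both and at most 85. With an added dispersion of 0.05, they gave 152 higher in both and at most 179, and 117 lower in both and at most 141. At that dispersion, 543 simulated genes were higher in *mms19* and 552 in *abo4*, beside 606 and 1002 observed. The simulated lower genes numbered 556 in *mms19* (508 to 606 in the central 95% of draws) and 566 in *abo4*, beside 410 and 650 observed. So this setting gave more lower genes in *mms19* than were observed. With an added dispersion of 0.2, the simulated libraries gave 1414 higher in both and 1052 lower in both, but also 3259 genes higher in *mms19*. Among the 19652 simulated genes with a mean of at least 1 FPKM, 85 genes were observed higher in both and 44 lower in both. There, a dispersion of 0.05 gave 91.6 (73.5 to 111 in the central 95% of draws) and 52.3 (41 to 64). At these genes, however, that dispersion also gave 353 genes higher and 359 lower in *mms19*, beside 187 and 144 observed. The simulated shares of the *mms19* genes that were shared were 26.0% (higher) and 14.6% (lower) at that dispersion, beside 45.5% and 30.6% observed. With Poisson noise these shares were 45.6% (28.0 to 59.2%) and 44.6% (29.7 to 60.7%), and with a dispersion of 0.2 they were 44.5% and 31.7%, so the observed shares lay above the central 95% of draws only at the dispersion of 0.05. Over all simulated genes, the observed numbers lay above the simulated ones with Poisson noise and with a dispersion of 0.05, and below them with a dispersion of 0.2. The dispersion between seedlings of a genotype cannot be measured from 1 library per genotype.

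**Figure D1:**
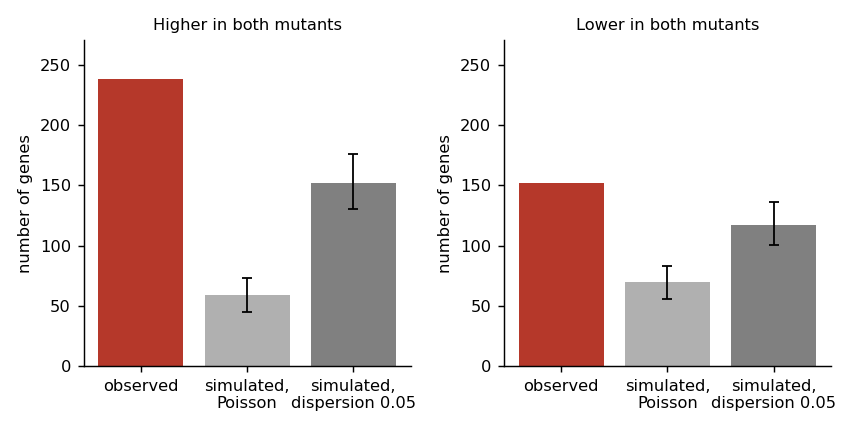
Number of genes more than 2-fold higher (left) or lower (right) than the wild type in both *mms19* and *abo4*, as observed and in libraries simulated with equal expression. The simulated libraries have Poisson noise or an added dispersion of 0.05. The setting with a dispersion of 0.2 is not drawn, and it gave 1414 higher and 1052 lower in both, above the observed counts. Bars are observed counts or means of 100 draws, and the error bars span the central 95% of the draws; the observed bars stand at 238 and 152 genes.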

The number of target genes shared by MMS19 and ABO4 is significantly greater than expected by random (P<0.01), suggesting that the two components have a similar effect on gene expression. Heat maps further confirmed that differentially expressed genes caused by *mms19* and *abo4* are positively correlated (Fig 3B), supporting a functional connection between MMS19 and ABO4. 

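Over the 2293 genes past 2-fold in at least 1 mutant, the log2 ratios of *mms19* and *abo4* had a Pearson's r of 0.454 and a Spearman's rho of 0.386 across genes, which are not independent replicates. Of these genes, 416 changed in the same direction past 2-fold in both mutants and 54 in opposite directions. Because both ratios hold the same wild-type values, simulated libraries with equal expression also gave positive values. With Poisson noise, the mean r was 0.50 (0.392 to 0.602 in the central 95% of draws) and the mean rho was 0.496 (0.437 to 0.539), beside 0.435 and 0.377 observed over the simulated genes. The observed r lay within that range and the observed rho below it. With added dispersions of 0.05 and 0.2, the mean r was 0.543 and 0.549 and the mean rho 0.563 and 0.535. Over these genes, the observed correlations therefore did not exceed those of libraries with equal expression. Without the genes listed at 0 in the wild type or in both mutants, r was 0.244 over 1726 genes, and 0.255 over the simulated genes. Simulated libraries gave an r of 0.0985 with Poisson noise, 0.427 with an added dispersion of 0.05 and 0.528 with 0.2. The observed rho over the simulated genes was 0.339. With Poisson noise, the mean rho was 0.274 (0.176 to 0.373), a range that holds the observed value. With dispersions of 0.05 and 0.2, the mean rho was 0.526 and 0.529. From the number of shared genes and the heat maps of Fig 3B, the paper proposes a functional connection between MMS19 and ABO4. It also bases this link on ABO4 copurified with MMS19 and on silencing released in both mutants by quantitative RT-PCR. The correlations given here do not bear on that evidence.

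**Figure D2:**
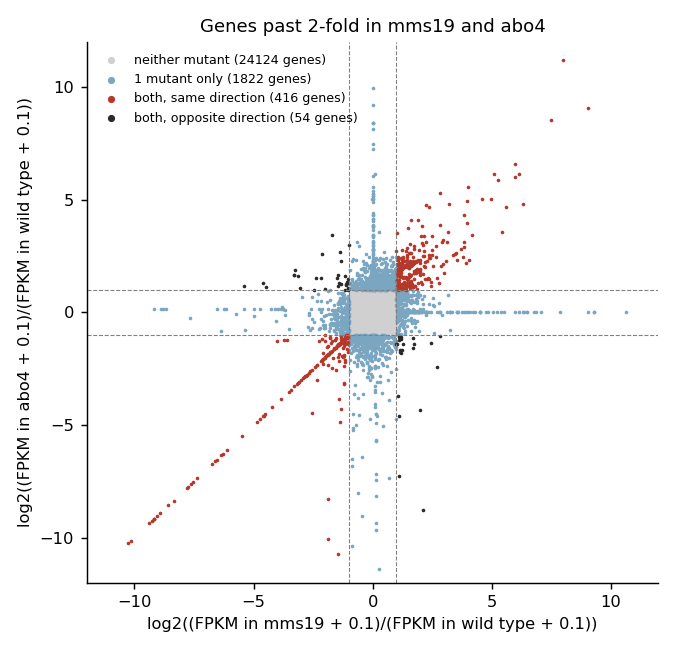
Log2 ratio of FPKM + 0.1 to the wild type in *mms19* (horizontal axis) and *abo4* (vertical axis), with 1 point per gene that has a value above 0 in at least 1 library. Dashed lines mark 2-fold; 416 genes lie past 2-fold in the same direction in both mutants and 54 in opposite directions, and points on the lower left diagonal are genes listed at 0 in both mutants.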

We randomly selected seven co-upregulated genes and three co-downregulated genes for validation by quantitative RT-PCR. The results demonstrated that the RNA-seq data are reliable (S3 Fig).

**Fig 3:**
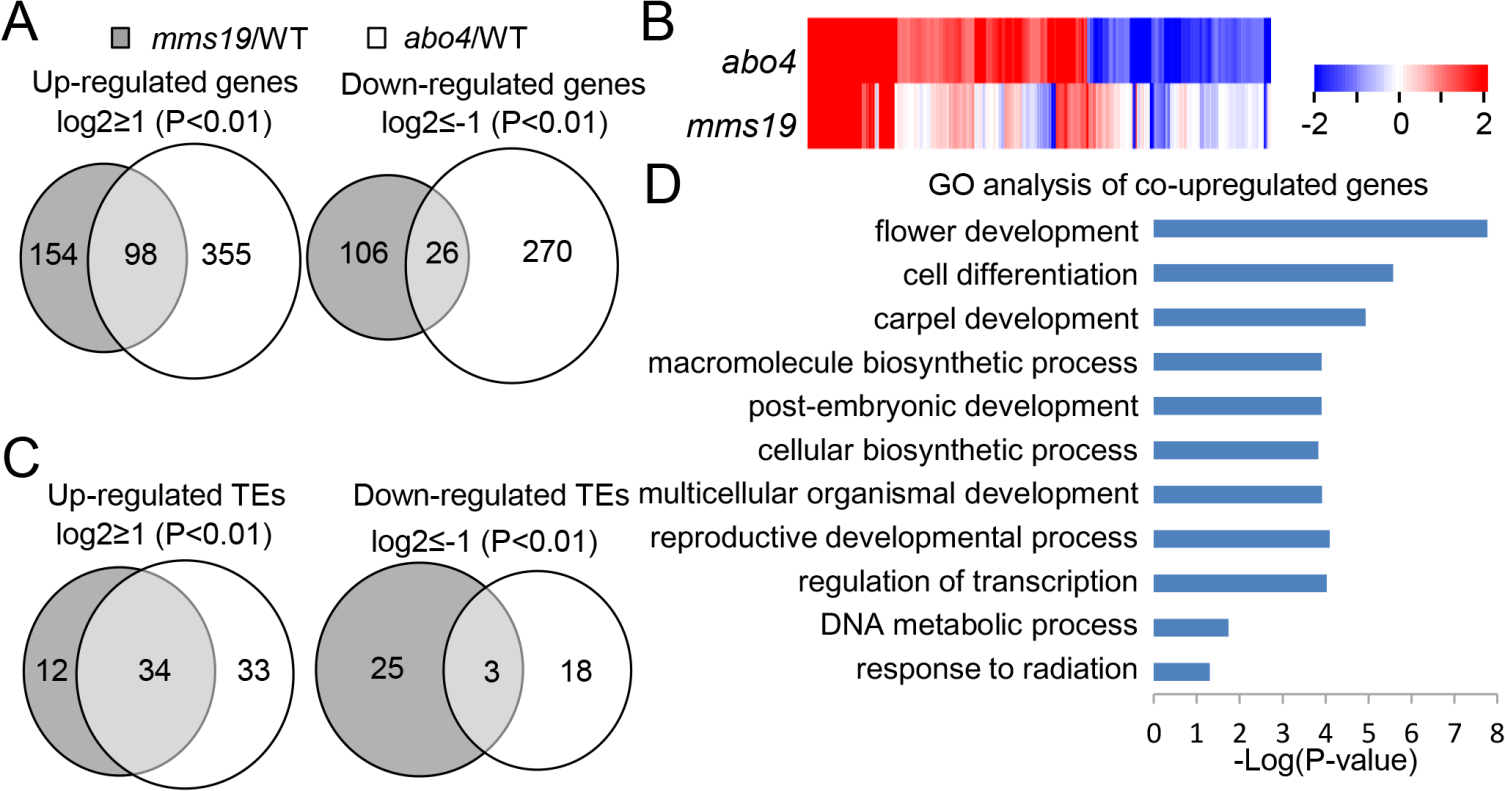
The effect of *mms19* on the transcriptome as determined by RNA-seq analyses. (A) Differentially expressed genes in *mms19* and *abo4* mutants relative to the wild type are shown by Venn diagrams. (B) Differentially expressed genes in *mms19* and *abo4* mutants relative to the wild type are shown by heat maps. (C) Differentially expressed TEs in *mms19* and *abo4* mutants relative to the wild type are shown by Venn diagrams. (D) Gene Ontology (GO) analysis of co-upregulated genes in *mms19* and *abo4* mutants. The lengths of bars represent statistical values of gene enrichment in the indicated biological processes. The biological processes are listed only when their genes are significantly (P<0.05) enriched.

We compared the effect of *mms19* and *abo4* on the silencing of TEs based on the RNA-seq data. 

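The deposited table lists TE genes, that is, annotated genes inside TEs, and not the TEs as such. Loci that S1 or S2 Table class as TE genes, or that the RefSeq annotation of TAIR10.1 lists as pseudogenes and these tables do not place in another class, were taken as TE genes, which gave 3910 loci. All 113 TE genes of S1 and S2 Tables were pseudogenes in that annotation. A value above 0 was listed for 618 TE genes in the wild type, 823 in *mms19* and 1085 in *abo4*. By the log2 ratio of FPKM + 0.1, 53 TE genes were more than 2-fold higher in *mms19* and 93 in *abo4*. Simulated libraries with equal expression gave 15.4 and 15.1 with Poisson noise, and 19.4 and 20.1 with a dispersion of 0.05. With a dispersion of 0.2, they gave 41.3 (largest of the draws 52) and 41.1 (largest 56). The TE genes higher in *mms19* had a median of 0.193 FPKM there, or 5.00 estimated reads, and those higher in *abo4* had 0.196 FPKM, or 7.00 reads. With 0.01 FPKM added, 309 and 497 TE genes were counted, and with 1 FPKM added, 4 and 3. The paper's text does not state how reads that align at several places were counted, so the values of TE genes with near-identical copies are uncertain. Among the 3 largest rises in each mutant with 1 FPKM added, AT4G06615 (chromosome 4, 3283784 to 3284823) rose in both, from 0.0640 FPKM (3 reads) in the wild type to 1.19 FPKM (51 reads) in *mms19* and 1.44 FPKM (60 reads) in *abo4*. AT5G35935 (chromosome 5, 14083388 to 14089891) had 0.322 FPKM in the wild type, 2.46 in *mms19* and 0.415 in *abo4*. AT3G42927 (chromosome 3, 14994906 to 14997452) was listed at 0 in the wild type and in *mms19* and had 1.33 FPKM (155 reads) in *abo4*. AT3G30610 was listed at 0 in the wild type and had 1.29 FPKM (9 reads) in *mms19* and 0.444 FPKM (3 reads) in *abo4*. By FPKM + 0.1, it too was more than 2-fold higher in both. AT1G43590 had 2.06 FPKM in the wild type, 0.128 in *mms19* and 7.84 in *abo4*. The paper names AT2G11780 and AT3G32195 as released in both mutants by quantitative RT-PCR. AT2G11780 had 0.0231 (4 reads), 0.669 (106 reads) and 0.581 FPKM (89 reads) in the wild type, *mms19* and *abo4*. AT3G32195 had 0.00391 (1 read), 0.0811 (19 reads) and 0.260 FPKM (59 reads). By FPKM + 0.1, AT3G32195 was below 2-fold in *mms19* (log2 ratio 0.80) and above it in *abo4* (1.79).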

The results indicated that 46 and 67 TEs are upregulated in *mms19* and *abo4*, respectively (Fig 3C, S3 and S4 Tables). 

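Of the 53 TE genes more than 2-fold higher in *mms19*, 30 were also more than 2-fold higher in *abo4*, which is 56.6% (95% Wilson confidence interval 43.3 to 69.0%). Simulated libraries with equal expression gave 5.16 such TE genes with Poisson noise and at most 11, 6.35 with a dispersion of 0.05 and at most 12, and 14.7 with a dispersion of 0.2 and at most 22. The simulated share of TE genes with Poisson noise was 33.8% (8.69 to 62.5%). Under the rule with the binomial p, 32 of 43 TE genes were shared (74.4%), and among TE genes with a mean of at least 0.1 FPKM, 28 of 35 (80%). With 1 FPKM added, the share was 25.0%, or 1 of 4 TE genes.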

Among the 46 TEs upregulated in *mms19*, most (34/46 = 73.9%) are also upregulated in *abo4* (Fig 3C). We randomly selected three co-upregulated TEs and validated their expression by quantitative RT-PCR; the results confirmed that all three TEs are co-upregulated (S3 Fig). These results suggest that MMS19 and ABO4 have a similar effect on the silencing of TEs. 

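Of the 990 TE genes above 0 in *mms19* or the wild type, 596 were higher in *mms19* by any amount (60.2%). Of the 1227 above 0 in *abo4* or the wild type, 883 were higher in *abo4* (72.0%). A value appeared at 372 TE genes in *mms19* and 609 in *abo4* that were listed at 0 in the wild type, while 167 and 142 TE genes went to 0. Summed over the TE genes with a mean below 0.05 FPKM and a transcript of at least 300 nt, the estimated reads relative to depth were 1.43 times the wild type in *mms19* (95% exact interval 1.31 to 1.56) and 2.58 times in *abo4* (2.39 to 2.80). For a mean below 1 FPKM, these ratios were 1.007 (0.972 to 1.04) and 1.36 (1.32 to 1.41). Over all such TE genes, they were 0.934 (0.925 to 0.943) and 0.873 (0.864 to 0.881). Of the 46 TEs that S3 Table lists as upregulated, 38 overlap a TE gene of the deposited table, with 92 TE genes in all. The median log2 ratio of these 92 genes was 0.40 in *mms19* and 0.43 in *abo4*. The upregulated TEs of S4 Table overlap 142 TE genes, whose median log2 ratio was 0.13 in *mms19*, with 24 genes more than 2-fold higher, and 0.46 in *abo4*, with 48 genes more than 2-fold higher.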

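By the log2 ratio of FPKM + 0.1, 31 TE genes were more than 2-fold lower in *mms19* and 24 in *abo4*, and 8 were lower in both. Simulated libraries with equal expression and Poisson noise gave 15.7 and 16.0 TE genes lower, and 7.27 lower in both. With a dispersion of 0.05, these numbers were 19.6, 19.9 and 8.15. With a dispersion of 0.2, they were 41.0, 42.4 and 16.3, above those observed. Of the TEs listed as downregulated in S3 Table, 17 overlap a TE gene, and the 22 TE genes there had a median log2 ratio of -1.43 in *mms19* and -0.02 in *abo4*. Of the TEs listed as downregulated in S4 Table, 7 overlap a TE gene, and the 13 TE genes there had a median log2 ratio of -0.28 in *mms19* and -0.62 in *abo4*.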

The numbers of downregulated TEs in *mms19* and *abo4* are 28 and 21, respectively (Fig 3C, S3 and S4 Tables). The downregulation of genes and TEs in *mms19* and *abo4* is probably due to an indirect effect of *mms19* and *abo4* on the expression of some uncharacterized transcriptional regulators.

Previous studies reported that *icu2* and *abo4* are defective in DNA repair and flowering time control [29, 30, 32]. Our RNA-seq data indicated that several DNA repair-related genes and flower development-related genes are upregulated not only in *mms19* and but also in *abo4* (S1 and S2 Tables). 

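Among the DNA repair-related genes, *BRCA1* (AT4G21070, chromosome 4 of TAIR10 from 11248078 to 11252724) had 4.29 FPKM in the wild type, 11.1 in *mms19* and 21.4 in *abo4*. The ratio to the wild type was 2.59 in *mms19* (95% exact interval 2.37 to 2.83) and 4.98 in *abo4* (4.59 to 5.41). *XRI1* (AT5G48720, chromosome 5, 19758881 to 19761721), the *XRI* of the paper, rose from 13.8 to 28.4 and 61.8 FPKM. *GR1* (AT3G52115, chromosome 3, 19326333 to 19328323) rose from 1.35 to 2.44 FPKM in *mms19*, a ratio of 1.81 (1.47 to 2.23), which is below 2-fold, and to 2.92 FPKM in *abo4*, a ratio of 2.17 (1.77 to 2.65). *CYCB1;1* had 3.86, 7.43 and 10.7 FPKM, with a ratio of 1.92 in *mms19*. Among the flower development-related genes, *FT* (AT1G65480, chromosome 1, 24331428 to 24333934) had 0.274 FPKM in the wild type (11 reads), 5.17 in *mms19* (189 reads) and 2.75 in *abo4* (97 reads). *AP1* (AT1G69120, chromosome 1, 25982330 to 25986313) had 0.104 FPKM in the wild type, 0.627 in *mms19* and 0.884 in *abo4*. *AP3* had 0.214, 1.495 and 0.797 FPKM, and *AGL2* had 0.134, 4.15 and 2.46 FPKM. *AGL4* had 0.0147 FPKM in the wild type, which is about 1 read, 1.53 FPKM in *mms19* and 2.21 FPKM in *abo4*. *SOC1* rose from 45.9 to 81.0 FPKM in *mms19* and 63.1 FPKM in *abo4*, below 2-fold in both. *AP2* was at 13.8, 11.9 and 14.4 FPKM. The floral repressor gene *FLC* (AT5G10140, chromosome 5, 3173497 to 3179448) fell from 7.03 FPKM to 1.11 in *mms19* and 0.223 in *abo4*.

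**Figure D3:**
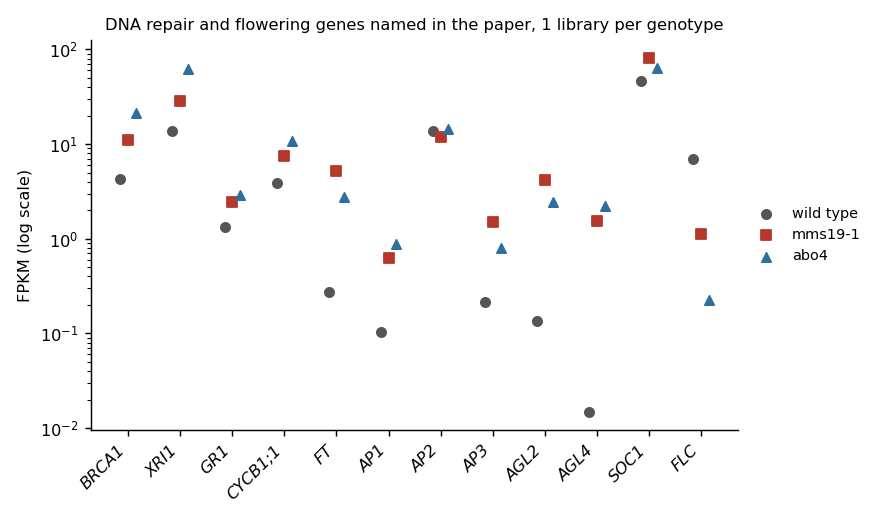
FPKM on a log scale of some DNA repair-related and flowering genes that the paper names, in the wild type (circles), *mms19-1* (squares) and *abo4* (triangles), with 1 library per genotype. *BRCA1*, *XRI1*, *FT* and *AGL2* lie higher in both mutants than in the wild type, *AP2* lies between 11.9 and 14.4 FPKM in the 3 libraries, and *FLC* lies lower in both mutants.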

To characterize the common target genes shared by MMS19 and ABO4, we classified the co-upregulated genes by Gene Ontology (GO). 

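The GO analysis was not repeated. A list of 13 floral organ and meristem identity genes (including *AP1*, *AP3*, *AGL2*, *AGL4*, *SEP3* and *LFY*) was written before the data were examined, as were the other lists given with a claim. Of its genes, 4 are named by the paper. The list had a median log2 ratio of 1.61 in *mms19* and 2.04 in *abo4*. Both medians were above those of 10000 random lists of the same size matched on mean expression (percentile 100), which describes these libraries only. The list was more than 2-fold higher at 11 of 13 genes in *mms19* and 10 of 13 in *abo4*. Only 6 of the 13 genes had a mean of at least 1 FPKM, and with 1 FPKM added the medians were 0.68 and 0.66. A list of 15 flowering time genes, which includes activators such as *FT* and repressors such as *FLC*, had a median log2 ratio of 0 in *mms19* (percentile 60.6) and -0.33 in *abo4* (percentile 0.020). Because the list mixes both kinds, its median does not show how far the members moved. In each mutant, 2 members were more than 2-fold higher and 3 more than 2-fold lower. Besides *FLC*, the lower ones were *MAF4* (6.52, 1.91 and 1.11 FPKM in the wild type, *mms19* and *abo4*) and *MAF5* (13.3, 3.59 and 2.54 FPKM). A list of 10 anther and pollen genes, 2 of which had a mean of at least 1 FPKM, had a median of 0 in both mutants.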

The results suggest that flower development-related genes and DNA metabolic process genes are enriched (Fig 3D), which is consistent with the function of MMS19 and ABO4 in flowering time control and DNA metabolism. Additionally, we found that the common target genes of MMS19 and ABO4 are also highly correlated with several other biological processes (Fig 3D). These results will be valuable for understanding additional biological functions of MMS19 and DNA polymerase ε in *Arabidopsis*.

### MMS19 is required for DNA repair

The two catalytic subunits of DNA polymerases, ICU2 and ABO4, are required for DNA repair [23, 30, 32]. That DNA repair-related genes present similar regulation in *mms19* and *abo4* mutants as determined by our RNA-seq data (S1 and S2 Tables, Fig 3D) suggested that MMS19 may also be required for DNA repair. 

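A list of 19 genes of the DNA damage response (including *BRCA1*, *XRI1*, *PARP1*, *PARP2*, *SMR7* and *TSO2*), 5 of which the paper names, had a median log2 ratio of 0.76 in *mms19* and 1.34 in *abo4*. Both medians lay above those of the 10000 random lists matched on mean expression, whose central 95% spanned -0.13 to 0.07 in *mms19* and -0.17 to 0.13 in *abo4*. In *mms19*, 14 of the 19 genes were above the wild type and 6 were more than 2-fold higher. In *abo4*, 14 were above the wild type and 13 were more than 2-fold higher, and none of the 19 was more than 2-fold lower in either mutant. The members went apart, and the order statistics around the median (95%) spanned -0.001 to 1.35 in *mms19* and -0.12 to 2.22 in *abo4*. Under the alternatives, the median lay between 0.55 and 0.79 in *mms19* and between 1.17 and 1.36 in *abo4*. From the similar regulation of DNA repair-related genes in both mutants, the paper proposes that MMS19 may be required for DNA repair.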

Five-day-old seedlings of the wild-type control and the two independent *mms19* mutants (*mms19-1* and *mms19-2*) were subjected to UV treatment and then grown on vertical MS medium plates for 10 days. Growth was more severely retarded for *mms19-1* and *mms19-2* than for the wild type (Fig 4A), suggesting that the *mms19* mutants are sensitive to UV treatment. Furthermore, the full-length *MMS19* transgene restored the UV resistance of the *mms19-2* mutant (Fig 4B). To confirm the function of MMS19 in DNA repair, we determined the sensitivity of *mms19-1* and *mms19-2* to the DNA-damaging regent MMS (methyl methanesulfonate). The result demonstrated that the two *mms19* mutants are sensitive to MMS, especially when the concentration of MMS is increased to 300 ppm (Fig 4C). Therefore, like DNA polymerases α and ε, MMS19 is required for DNA repair.

**Fig 4:**
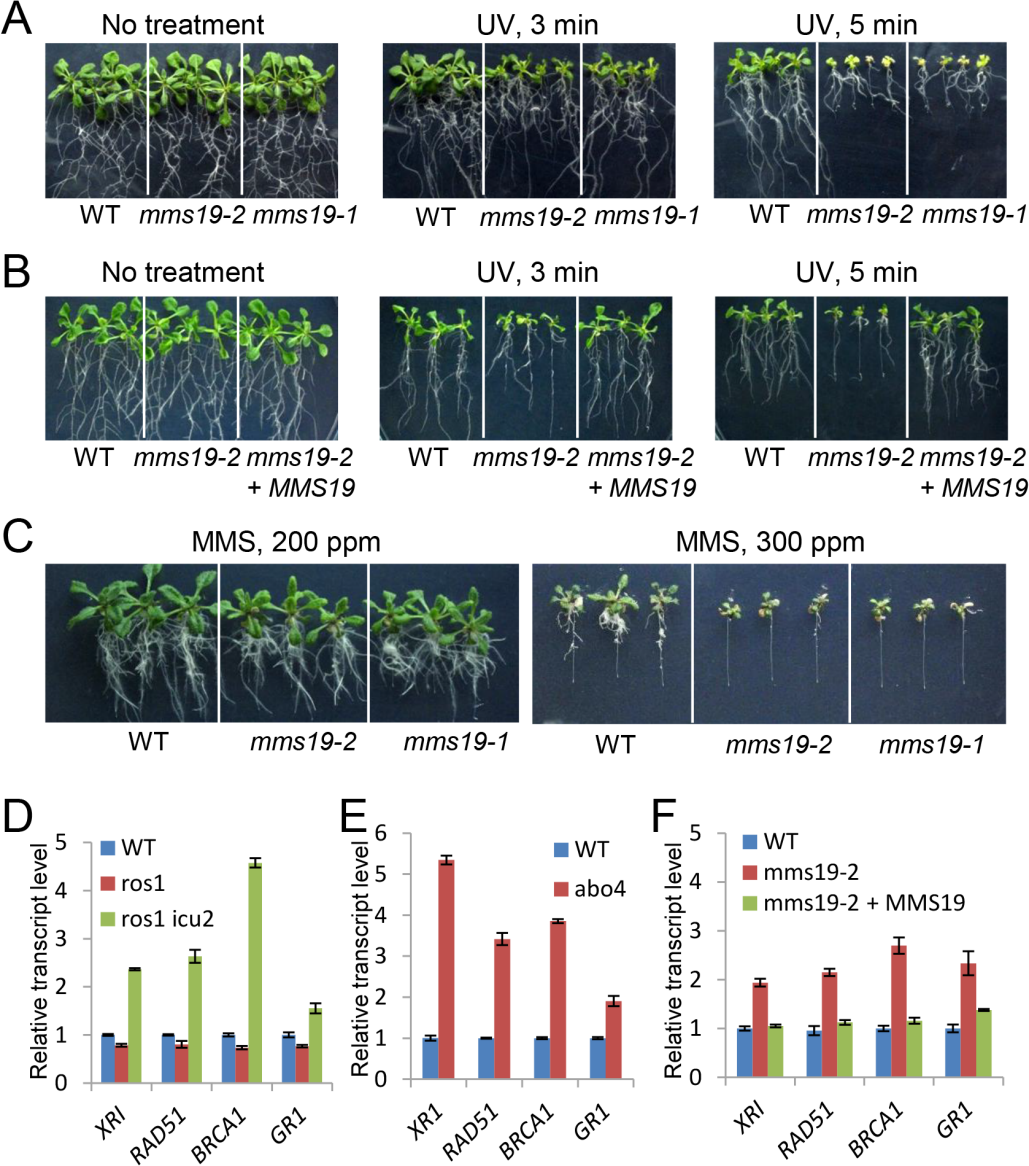
The *mms19* mutants are sensitive to DNA damage and constitutively express a high level of DNA repair-related genes. (A) The *mms19* mutants are more sensitive to UV-B treatment than the wild type. Five-day-old seedlings of the wild type and *mms19* mutants were treated with UV-B light (1 kJ/m^2^) for different times and then grown with 16-h-light and 8-h-dark at 22° for 5–7 days before being photographed. (B) The sensitivity of the *mms19-2* mutant to UV-B treatment was rescued by the *MMS19-Myc* transgene in T2 transgenic plants. (C) The *mms19* mutants are more sensitive than the wild type to the DNA-damaging reagent methyl methanesulfonate (MMS). Quantitative RT-PCR results indicate that DNA repair-related genes were up-regulated in *ros1icu2* (D), *abo4* (E), and *mms19* (F) mutants compared to their respective control plants. The seedlings were grown on MS medium plates for ~10 days under long-day-condition and then harvested for RNA isolation. Quantitative RT-PCR experiments were biologically repeated with similar results, and three technical replicates of one representative experiment were shown. Error bars represent the standard deviation (SD).

Previous studies reported that several DNA repair-related genes are upregulated by the mutations of the DNA polymerase genes *ICU2* and *ABO4* [30, 32]. *ROS1* is responsible for DNA demethylation and repression of transgene silencing. In the *ros1* mutant background, *35S-NPTII* transgene is silenced. The mutation of *ICU2* in the *ros1* mutant background releases the silencing of *35S-NPTII* transgene. The function of ICU2 in regulation of DNA repair-related genes was detected not only in the *ros1* mutant background but also in the wild-type background [30]. Thus, the *ros1icu2* mutant was used to determine the effect of *icu2* on the expression of DNA repair-related genes (Fig 4D). Consistent with the previous studies, our quantitative RT-PCR results indicated that the transcript levels of the DNA repair-related genes *XRI*, *RAD51*, *BRCA1*, and *GR1* are upregulated by *icu2* and *abo4* (Fig 4D and 4E). The effect of *mms19* on the expression of the DNA repair-related genes was determined by quantitative RT-PCR. The results indicated that the DNA repair-related genes including *XRI*, *RAD51*, *BRCA1*, and *GR1* are induced in the *mms19-1* and *mms19-2* mutants (Fig 4F and S2 Fig). Moreover, the full-length *MMS19-Myc* transgene restores the transcript levels of these genes in the *mms19-2* mutants (Fig 4F). We further determined the effect of the *mms19* mutations on the expression of these genes under genotoxic conditions (S4 Fig). The results indicated that *XRI*, *RAD51*, *BRCA1*, and *GR1* are induced by MMS treatment not only in the wild type but also in the *mms19* mutants (S4 Fig), which is consistent with the notion that these genes are induced by DNA double-strand breaks caused by MMS. Whether or not the seedlings were treated with MMS, the *mms19* mutations affect the expression of DNA repair-related genes (S4 Fig). These results suggest that MMS19 is functionally associated with the DNA polymerases α and ε in DNA repair.

### MMS19 is involved in flowering time control

An early flowering phenotype was previously reported in *icu2* and *abo4* [30, 32]. We found a similar early flowering phenotype in two individual *mms19* mutants, *mms19-1* and *mms19-2* (Fig 5A). An allelic test indicated that the F1 plants obtained from the crossing of *mms19-1* and *mms19-2* flower as early as their parent plants (Fig 5A), confirming that the early flowering phenotype is caused by the *mms19* mutations in *mms19-1* and *mms19-2*. Under long-day conditions (16 h light/8 h dark), the wild-type plants have an average of 12.6 rosette leaves upon flowering, while the two individual *mms19* mutants flower with ~8.0 rosette leaves (Fig 5B and 5C). The full-length *MMS19-Myc* construct was transformed into the *mms19-2* mutant for complementation testing. The *MMS19-Myc* transgene in two individual *MMS19-Myc* transgenic lines almost restores the flowering time of *mms19* to the wild-type level (Fig 5B and 5C). These results suggest that flowering time is regulated not only by *icu2* and *abo4* but also by *mms19*.

**Fig 5:**
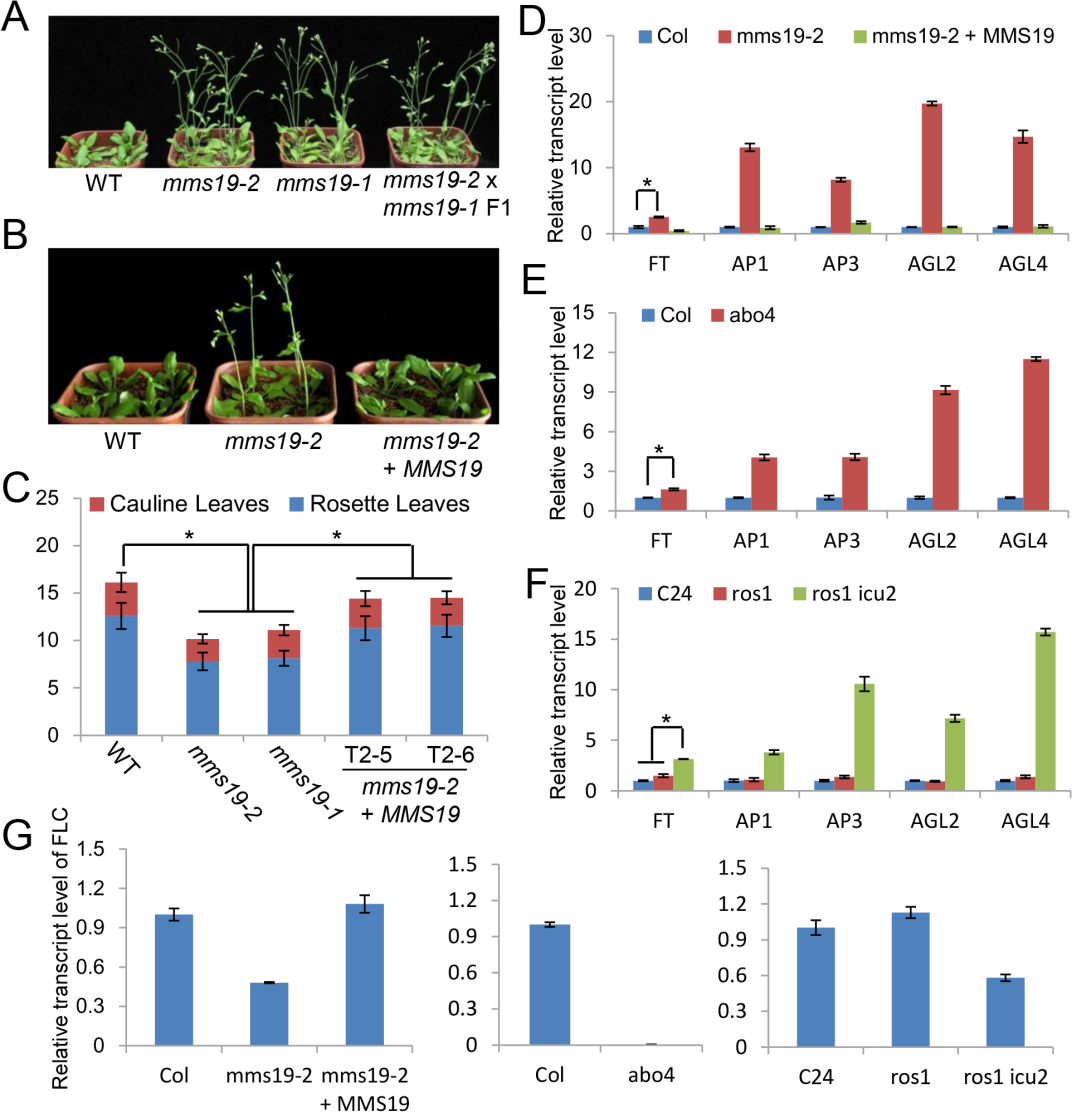
The *mms19* mutants cause an early flowering phenotype by affecting the expression of flowering-related genes. (A) The early flowering phenotype of *mms19* mutants in standard long-day conditions (16-h-light and 8-h-dark at 22°C). (B) The early-flowering phenotype was restored by the *MMS19-Myc* construction in *mms19-2*. (C) The statistics of total leaf numbers upon flowering under long-day conditions in the wild type, the *mms19* mutants and the complementation lines. T2-5 and T2-6 were two randomly selected individual *MMS19-MYC* transgenic lines in T2 generation. At least 30 individual plants were counted. Error bars stand for SD. Asterisks indicate significant difference as determined by the *t*-test (P<0.05). Numbers of rosette and cauline leaves are indicated by blue and red bars, respectively. (D) Leaf numbers under long-day conditions with or without vernalization. (E) Leaf numbers under short-day conditions. (F), (G) and (H) The effect of *mms19*, *abo4*, and *icu2* on the expression of flowering-related genes as determined by quantitative RT-PCR. *ACT7* was amplified as an internal control. The quantitative RT-PCR experiments were biologically repeated for three times and indicated similar results. A representative repetition is shown. Error bars represent SD. Asterisks show significant difference as determined by the *t*-test (P<0.05).

Flowering time is regulated by various environmental and endogenous signaling pathways, which include vernalization, photoperiod, and autonomous pathways [36, 37]. When a vernalization treatment (4°C for 30 days) was applied, flowering was affected in the *mms19* mutants as well as in the wild type (Fig 5D), indicating that the role of MMS19 in flowering time control is independent of the vernalization pathway. When photoperiod was changed from long-day (16-h-light and 8-h-dark) to short-day (8-h-light and 16-h-dark) conditions, the flowering time was delayed in both the wild type and the *mms19* mutants (Fig 5E). However, the effect of the photoperiod change on flowering time is much smaller in the *mms19* mutants than in the wild type (Fig 5E). The result suggests that the involvement of MMS19 in flowering time is regulated by photoperiod.

FLC acts as a central floral repressor through which the flowering time is regulated by vernalization, photoperiod, and autonomous pathways [37, 38]. FT is a key floral integrator and activates a number of downstream genes required for flower development [36, 39]. The expression of *FT* is directly repressed by *FLC* [40, 41]. The early flowering phenotype of *icu2* and *abo4* is related to the expression of *FT* [29, 30]. We determined whether the early flowering phenotype of the *mms19* mutant is related to the expression of *FLC*, *FT*, and other floral integrator genes. Quantitative RT-PCR indicated that the floral integrator genes *FT*, *AP1*, *AP2*, *AGL2*, and *AGL4* are markedly upregulated in the *mms19* mutant and that the introduced *MMS19-Myc* transgene restores the expression of these genes to wild-type levels (Fig 5F). Moreover, the expression of these floral integrator genes is upregulated by both *icu2* and *abo4* as determined by quantitative RT-PCR (Fig 5G and 5H). Interestingly, the expression of the floral repressor gene *FLC* is not only downregulated by *mms19* but also by *icu2* and *abo4* (Fig 5F, 5G and 5H). These results suggest that the involvement of MMS19 in flowering time control is likely related to the DNA polymerases α and ε.

### MMS19 is involved in Fe-S assembly on DNA polymerase α

The MMS19 orthologs in yeast and mammals are thought to act as canonical components of the cytosolic Fe-S assembly complexes [19, 20]. Because the catalytic subunits of DNA polymerases α, δ, and ε in yeast contain Fe-S clusters [33], the finding of the interaction between MMS19 and DNA polymerases in *Arabidopsis* motivated us to determine whether MMS19 is involved in the assembly of Fe-S clusters on the catalytic subunits of DNA polymerases. We transformed an *ICU2-Myc* construct into the wild type and obtained a transgenic line harboring a single copy of the *ICU2-Myc* transgene. This *ICU2-Myc* transgenic line was crossed to the *mms19* mutant to introduce the *ICU2-Myc* transgene into the *mms19* mutant background. We performed quantitative PCR to confirm that the same copy of *ICU2-Myc* transgene is present in the wild type and the *mms19* mutant (data not shown). The amount of ICU2-Myc protein was determined by both silver staining and western blotting (Fig 6A). The results suggest that the ICU2-Myc protein level is comparable between the wild type and the *mms19* mutant (Fig 6A). By ICP mass spectrometric assay, we found that the Fe content in DNA polymerase α was less in the *mms19* mutant than in the wild type (Fig 6A), suggesting that the Fe-S assembly of DNA polymerase α is affected in the *mms19* mutant. To confirm the effect of *mms19* on the Fe-S assembly of DNA polymerase α, we incubated *Arabidopsis* seedlings in radioactive ^55^Fe-labelled liquid MS medium and determined whether the incorporation of ^55^Fe in the DNA polymerase α is affected in the *mms19* mutant. Liquid scintillation counting indicated that ^55^Fe incorporation is lower in the *mms19* mutant than in the wild type (Fig 6B). The two different experiments demonstrated that Fe incorporation into ICU2 is reduced but not blocked in the *mms19* mutant, suggesting that MMS19 is not an essential component of the Fe-S assembly complex but acts as an enhancer of the Fe-S assembly of DNA polymerase α. We cannot completely exclude the possibility, however, that the ICU2-Myc protein level is slightly reduced in the *mms19* mutant compared to that in the wild type. If it is true, the lower amount of Fe content in the *mms19* mutant is at least partially caused by the effect of *mms19* on the accumulation of the ICU2-Myc protein.

**Fig 6:**
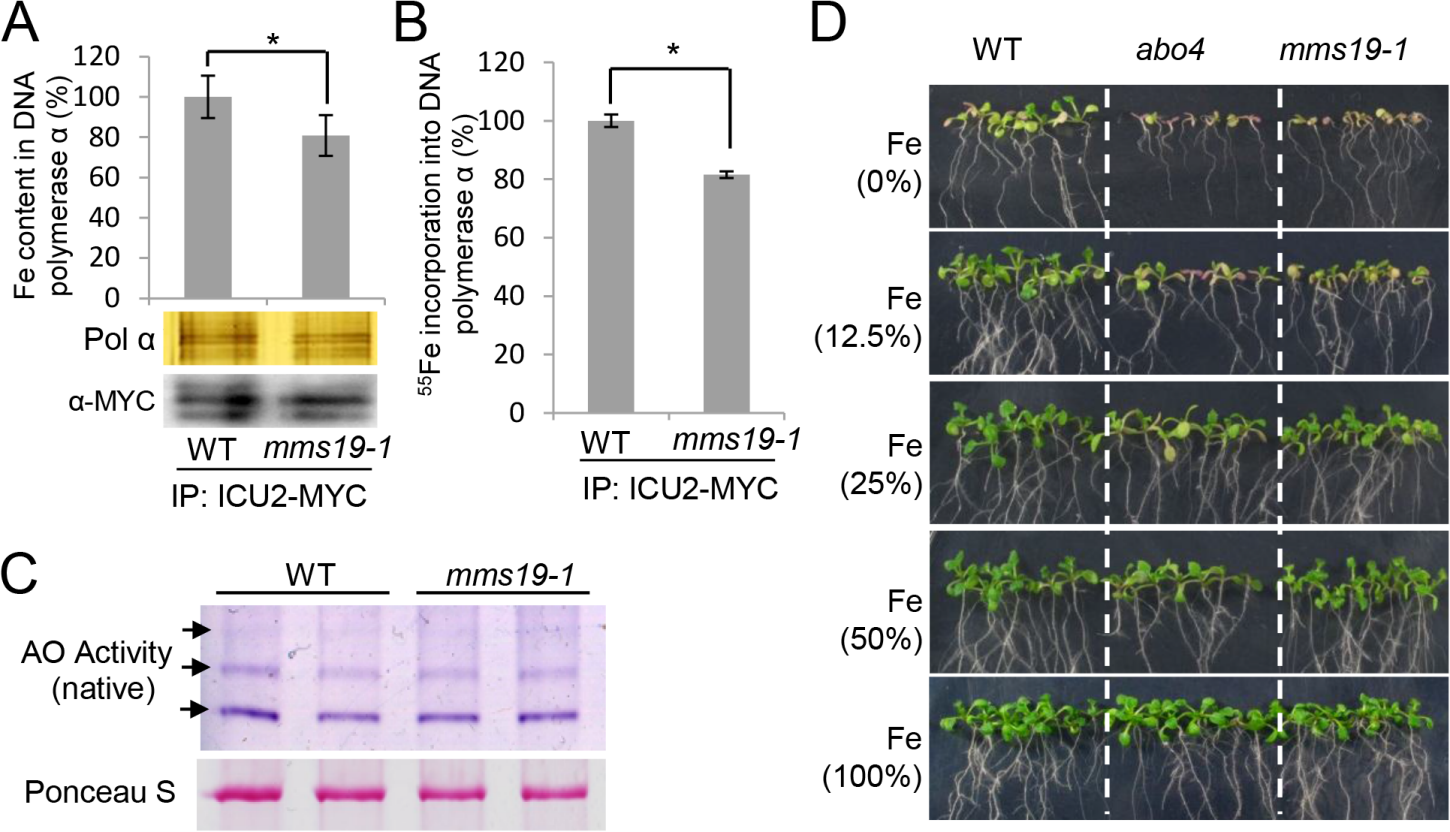
The *mms19* mutant incorporates a reduced level of Fe in ICU2 and is sensitive to Fe absence. (A) Fe content of ICU2 in the wild type and *mms19*. The protein extraction was affinity purified by anti-Myc antibody-coupled beads and eluted three times by 0.1 M ammonium hydroxide. The three elutions were combined and subjected to Fe content detection by ICP-MS (Themo ICP-MS XII). The affinity purified ICU2-Myc in the wild type and the *mms19* mutant was separated by SDS-PAGE and subjected to silver staining and western blotting as controls. The results of three biological repeats are indicated. Error bars show the SD. Asterisks indicate significant differences as determined by the *t*-test (P<0.05). (B) ^55^Fe incorporation into ICU2 in the wild type and the *mms19* mutant. The same affinity purification method was used as in (A), and the radioactivity of ^55^Fe in ICU2 was measured by liquid scintillation counting. Triplicates were performed. Error bars show the SD. Asterisks indicate significant differences as determined by the *t-*test. (C) The activities of aldehyde oxidase (AO) isozymes in wild-type and *mms19* mutant seedlings. The purple bands indicated by arrows represent the activities of AO proteins. The staining by Ponceau S is shown as an equal protein loading control. (D) The *mms19* and *abo4* seedlings were more sensitive than wild-type seedlings to reduced FeSO_4_ concentrations. Seedlings were photographed after they had grown for 10 days on MS medium plates with different FeSO_4_ concentrations. 100%, 50%, 25%, and 12.5% represent 2.78, 1.39, 0.70, and 0.35 g/l of FeSO4.7H2O in MS medium.

We simultaneously tested the effect of *mms19* on the activities of aldehyde oxidases (AOs), which carry 2[2Fe-2S] clusters [42]. The enzymes catalyze the conversion of sirtinol into an auxin analog, and the Fe-S cluster assembly is required for their enzymatic activity [42]. In-gel staining indicated that the enzymatic activities of all three AO isoforms are unchanged in the *mms19* mutant relative to the wild type (Fig 6C), suggesting that MMS19 is not required for the Fe-S cluster assembly of the three AO isoforms. It is possible that MMS19 is involved in Fe-S cluster assembly on a subset of Fe-S target proteins.

To confirm the involvement of Fe in the function of MMS19 and DNA polymerases, we incubated wild-type, *mms19*, and *abo4* seedlings on MS medium plates containing different concentrations of FeSO_4_ (Fig 6D). The results indicated that the growth of *mms19* and *abo4* is retarded compared to that of the wild type when FeSO_4_ is reduced in the MS medium, whereas both *mms19* and *abo4* grow as well as the wild type on the control MS medium (Fig 6D). The sensitivity of *mms19* and *abo4* to Fe demonstrated that Fe is related to the function of MMS19 and ABO4 in *Arabidopsis*. According to a recent research with yeast, the catalytic subunits of DNA polymerases are Fe-S proteins, and their catalytic functions require Fe-S clusters [33]. Because DNA polymerases are conserved in eukaryotes, MMS19 may contribute to Fe-S cluster assembly on DNA polymerases in *Arabidopsis*.

## Discussion

In *Arabidopsis*, the components of the cytosolic iron-sulfur cluster assembly complex, including NBP35, NAR1, CIA1, and CIA2, are essential for embryo development [8, 13, 43], which is consistent with the involvement of Fe-S proteins in various essential cellular processes. Although MMS19 was recently identified as a component of the CIA complex, it is nonessential, and two individual *mms19* null mutants are viable in *Arabidopsis* [8]. MMS19 is a single protein without a homolog in *Arabidopsis*, which excludes the possibility that a homolog is functionally redundant with MMS19. The null mutants of *MMS19* are also viable in yeast [16], whereas the mouse *MMS19* knockout is embryonically lethal [19]. Although visible defects were reported in the *mms19* mutants of yeast and mammals [19, 20], no obvious phenotypic change was observed in the *mms19* null mutant of *Arabidopsis* [8]. We found that the *mms19* null mutants are defective in TGS, DNA repair, and flowering time control (Figs 2A and 2B, 4A–4F and 5A–5H), indicating that MMS19 plays an important role in these processes.

Given the absence of obvious phenotypic differences between the *mms19* null mutant and the wild type, MMS19 may facilitate Fe-S assembly on a small subset of Fe-S proteins. Fe-S proteins are usually associated with Fe-S cluster assembly components *in vivo* [19, 20]. By affinity purification of MMS19, we identified the catalytic subunits of DNA polymerases α, δ, and ε but no other known Fe-S proteins (Table 1). The results suggest that the DNA polymerases α, δ, and ε are probably the major Fe-S protein targets of MMS19 in *Arabidopsis*.

The knockout mutants of the catalytic subunits of the DNA polymerases α and ε are embryonically lethal in *Arabidopsis* [27–29], suggesting that the two DNA polymerases are necessary for viability. Fe-S cluster assembly is essential for the activity of the DNA polymerases α, δ, ε, and ζ in yeast [33], which is consistent with the essentiality of the Fe-S assembly complex [19, 20]. In *Arabidopsis*, the null mutants of the Fe-S assembly proteins NBP35, NAR1, CIA1, and CIA2 are embryonically lethal [8, 13, 43], but two independent *mms19* null mutants are viable and show no obvious phenotypic defects [8]. We propose that MMS19 is not essential for the Fe-S assembly on DNA polymerases but increases the efficiency of Fe-S cluster assembly. We compared the phenotypes of the *mms19* null mutants with those of two previously characterized weak mutant alleles of DNA polymerases α and ε in *Arabidopsis* [30, 32]. Our results demonstrate that the effect of the *mms19* null mutations on TGS, DNA repair, and flowering time (Figs 2A and 2B, 4A–4F and 5A–5H) is comparable to that of the weak mutations in DNA polymerases α and ε. Therefore, our study reveals a functional connection between MMS19 and DNA polymerases in *Arabidopsis*. The results support the notion that MMS19 increases the efficiency of Fe-S assembly on DNA polymerases.

The yeast MMS19 was originally identified as a component of the transcriptional regulator TFIIH complex [14] and was subsequently also found to directly associate with the chromatin-related proteins DOS2, RIK1, and CDC20 [17]. In yeast, MMS19 is involved in various nuclear processes including transcriptional regulation, telomere length maintenance, DNA replication and repair, and heterochromatin silencing [14–17]. However, the functional mechanism of MMS19 in these nuclear processes has been unclear. MMS19 was recently reported to act as a component of the cytosol Fe-S cluster assembly complex in yeast and mammals [19, 20]. Our results demonstrate that the *Arabidopsis* MMS19 contributes to various nuclear processes through its effects on the assembly of Fe-S clusters on DNA polymerases in the cytoplasm. Assembly of Fe-S clusters on the catalytic subunits of DNA polymerases is a prerequisite for the formation of active DNA polymerases in mammals [33]. Our study suggests that, during Fe-S cluster assembly on DNA polymerases, MMS19 may increase the efficiency of the Fe-S cluster assembly, thereby affecting nuclear processes including TGS, DNA repair, and flowering time in *Arabidopsis*.

In *Arabidopsis*, Fe-S cluster assembly was recently found to participate in genome integrity, embryonic development, and epigenetic regulation [8]. The DNA glycosylase ROS1, a nuclear Fe-S protein, excises 5-methycytosine via the base excision repair pathway and then contributes to DNA demethylation [44]. The demethylation activity of ROS1 was impaired when the Fe-S cluster assembly component AE7/CIA2 was disrupted, suggest that Fe-S cluster assembly facilitates the function of ROS1 in DNA demethylation [8]. DRE2 is a conserved protein required for Fe-S cluster assembly at an early stage of the cytosol Fe-S cluster assembly [5, 6]. In *Arabidopsis*, AtDRE2 was found to act in DNA demethylation and maternal gene expression mediated by the ROS1 homolog DME [45]. These reports indicate that the Fe-S cluster assembly machinery plays an important role in DNA demethylation, thereby facilitating transcriptional activation. Although MMS19 was found to act as a component of the Fe-S cluster assembly complex, we found that MMS19 is responsible for transcriptional gene silencing. The involvement of MMS19 in transcriptional gene silencing is related to the function of MMS19 in the Fe-S cluster assembly on DNA polymerases. However, we cannot exclude the possibility that MMS19 also takes effect on ROS1 and/or DME to mediate DNA demethylation and transcriptional activation. Further study is required to understand how MMS19 cooperates with other components of the Fe-S cluster assembly complex to act on different target proteins and thereby affects diverse biological processes.

## Experimental Procedures

### Plant materials and growth conditions

The T-DNA lines Salk_121963 and SALK_147068, which are *mms19-1* and *mms19-2*, respectively, were obtained from the *Arabidopsis* Stock Center. The native promoter-driven full-length genomic *MMS19*, *CIA1*, *CIA2*, and *NAR1* were cloned into the modified *pCAMBIA1305* or *pRI909* vectors and were tagged with *3xMyc* or *3xFlag* at their C-terminal ends. For gene transformation, the plant expression constructs were transformed into the agrobacterium strain GV3101 and then introduced into *Arabidopsis* by the conventional flower-dipping method. The primers used for construction are listed in S5 Table. For plant growth, the seeds were thoroughly washed with sterilized water and sown on MS medium plates. After they were kept for 3 days at 4°C, the plates were transferred to a growth chamber with 16-h-light and 8-h-dark at 22°C. 10-day-old seedlings were transferred to soil and were grown with 16-h-light and 8-h-dark at 22°C to obtain adult plants. For plant crossing, when the plant entered the full-blossom stage, all the six stamens were carefully removed by forceps, and the flowering parent stamen was brought to pollinate the emasculated pistil extensively.

### DNA damage treatment

For methyl methanesulfonate (MMS, Sigma, 129925-5G) treatment, 5-day-old seedlings were transferred to upright MS medium plates containing a range of MMS concentrations and were photographed after the seedlings were grown for 10–14 days. For UV-B treatment, 5-day-old seedlings were moved to new MS medium plates and were treated with UV-B light (UV 256 nm, CL-508.G) for 0, 3 and 5 min. After treatment, the seedlings were grown on the MS medium plates for additional 5–7 days and then photographed.

### Quantitative RT-PCR

Total RNA was isolated with Trizol reagent (Invitrogen) from *Arabidopsis* seedlings and was subjected to quantitative RT-PCR. Quantitative RT-PCR was performed according to the operating protocol (TaKaRa). *ACT7* was used as an internal control. The primers used for quantitative RT-PCR are listed in the S5 Table. The significant difference was determined by Student's t-test.

### RNA-seq analyses

Total RNA was extracted from 14-day-old seedlings of Col-0, *mms19-1*, and *abo4*. The total RNA samples were used to produce RNA libraries for deep sequencing (HiSeq 2000, Illumina). The *Arabidopsis* genome sequences and annotated gene models were downloaded from TAIR10 (www.arabidopsis.org). 45-bp sequences called by the Illumina pipeline were mapped to the TAIR10 Arabidopsis genome. Tophat v2.0.12 was used to align the raw reads to the genome sequences allowing up to two mismatches. Cufflinks (v2.0.1 http://cufflinks.cbcb.umd.edu/) was used to assemble transcripts and calculate transcript abundances. Differences in RNA transcript levels were identified with Cuffdiff. Genes with a significant (p<0.01) and >2-fold change in expression were selected for plotting heat maps using R. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE67669).

### Affinity purification and mass spectrometric analysis

Samples of flowers or seedlings (6–10 g/sample) from transgenic plants were ground in liquid nitrogen and suspended in lysis buffer (50 mM Tris-HCl [pH 7.6], 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 0.5 mM DTT, 1 mM PMSF, and 1 protease inhibitor cocktail tablet/50 ml [Roche]). The suspension was mixed by slowly rotation on a vertical vortex mixer for 15 min at 4°C. The suspension was then centrifuged, and the supernatant was incubated with anti-Flag or anti-Myc antibody-conjugated beads (Sigma, A2220, A7470) at 4°C; after 2.5–3.0 h, the preparation was centrifuged to precipitate the protein complex. The precipitate was washed once for 6 min with 10 ml of lysis buffer and then five times for 5 min per time with 1 ml of lysis buffer at 4°C. Finally, the protein complex was eluted with 3xFlag peptides (Sigma, F 4799) or 0.1 M ammonium hydroxide at pH 11.3 (for Myc antibody-conjugated beads). The elution samples were run on a 10% SDS-PAGE gel and were silver stained with the ProteoSilver Silver Stain Kit (Sigma PROT-SIL1). The whole proteins were purified from the gel and then subjected to mass spectrometric analysis as previously described [46].

### Co-IP and gel filtration

For co-IP, total protein extracts were isolated from about 2–3 g of T2 transgenic plants and incubated with antibody-conjugated beads as described for affinity purification. The beads were washed 5 or 6 times with lysis buffer and boiled in SDS-PAGE sample buffer. The boiled samples were run on SDS-PAGE gels followed by Western blotting assay. For gel filtration, 0.8-g of flowers were ground in liquid nitrogen and suspended in 3 ml of lysis buffer (without NP-40). The samples were centrifuged at 12000 rpm at 4°C. The supernatant was passed through a 0.22-micron filter to remove cell debris and then loaded onto a Superose 6 10/300 GL column (GE Healthcare, 17-5172-01). The elution was collected in a series of fractions (500 μl/fraction). The eluted fractions were run on SDS-PAGE gels for Western blotting assay. A standard prestained protein ladder (Thermo Scientific, 26616) was used for calibration.

### Nuclear and cytoplasmic fractionations

*Arabidopsis* materials (1-g samples) were ground and suspended in protein extraction buffer (20 mM Tris-HCl [pH 7.5], 25% glycerol, 20 mM KCl, 2 mM EDTA, 2.5 mM MgCl2, 250 mM sucrose, 5 mM DTT, 1 protease inhibitor cocktail tablet per 50 ml [Roche]). The suspension was filtered through double layers of Miracloth and centrifuged at 1500 *g* for 10 min at 4°C. The supernatant was centrifuged at 14000 rpm for 15 min to acquire the cytoplasmic fraction in the supernatant and the nuclear fraction in the precipitate. The precipitate containing the nuclear fraction was washed several times with pre-cooled nuclear resuspension buffer NRBT (20 mM Tris-HCl, pH 7.5, 25% glycerol, 2.5 mM MgCl_2_, and 0.2% Triton X-100, 5 mM DTT) until the precipitate changed from dark green to white. A 500-μl volume of pre–cooled NRB2 buffer (20 mM Tris-HCl, pH 7.5, 0.25 M sucrose, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, 1 protease inhibitor cocktail tablet per 50 ml [Roche]) was added to the nuclear pellet, which was gently suspended. The suspension was overlaid onto 500 μl of pre-cooled NRB3 buffer (20 mM Tris-HCl [pH 7.5], 1.7 M sucrose, 10 mM MgCl_2_, 0.5% Triton X-100, 5 mM DTT, 1 protease inhibitor cocktail tablet per 50 ml [Roche]) and centrifuged at 16,000 *g* for 50 min at 4°C to collect the pellet. Finally, the pellet was resuspended in 250 μl of protein extraction buffer, and then 250 μl of 2xSDS sample buffer was added for denaturation by boiling; the preparation was then subjected to SDS–PAGE and Western blotting. For quality control, UGPase (UDP-glucose pyrophosphorylase, Agrisera, AS05086) and the histone H3 (Abcam, ab1791) were used as a cytoplasmic and nuclear markers, respectively.

### Enzyme activity analysis

The in-gel activity assays for AO isoforms were performed as reported previously [42].

### Fe content determination and ^55^Fe incorporation assay

For determination of Fe content, 4 g of 14-day-old transgenic seedlings harboring the homozygous *ICU2-Myc* transgene in the wild-type Col-0 and *mms19* mutant backgrounds was ground into a fine powder and suspended in lysis buffer. After the preparation was centrifuged at 4°C and the supernatant was passed through a 0.22-micron filter, the supernatant was incubated with Myc antibody-conjugated beads (Sigma, A7470) for 2.5 h for binding. The beads were thoroughly washed several times, and the Myc-tag coupled protein complex was eluted three to four times with 100 μl of 0.1 M ammonium hydroxide at pH 11.3. The elutions of each sample were combined for Fe content determination. Briefly, the samples were incubated with HNO_3_ (Thermofisher, Trace Metal grade) for digestion and then diluted to a certain volume and mixed vigorously for homogeneity. The samples were then subjected to ICP mass spectrometry (Themo ICP-MS Ⅻ) for Fe content determination by the standard curve method.

^55^Fe incorporation was determined according to a previous method with some modifications [47]. The T3 homozygous *ICU2-Myc* transgenic plants in the wild-type Col-0 background were crossed to the *mms19* mutant to obtain the homozygous *ICU2-Myc* transgenic plants in the *mms19* mutant background from the F2 segregating generation. The homozygous *ICU2-Myc* transgenic plants in the wild-type and *mms19* mutant backgrounds were grown for 1 week on MS medium plates. A 0.5-g quantity of 1-week-old seedlings was transferred to 250-ml conical flasks containing 100 ml of liquid MS medium with one-fourth FeSO_4_^.^7H_2_O; the preparation was gently shaken on a horizontal shaker for 1 day at 22°C. Thereafter, the seedlings were incubated in newly prepared liquid MS medium without Fe ion for 12 h. A 160-μCi quantity of ^55^FeCl_3_ (Perkin Elmer) in 2 ml of 0.1 M sodium ascorbate was then added to the liquid medium, which was incubated for an additional 2 days. The liquid was discarded, and the seedlings were thoroughly washed three times in citrate buffer (50 mM citrate, 1 mM EDTA, pH 7.0) and HEPES buffer (20 mM HEPES, pH 7.4). The seedlings were then collected and stored at -80°C. The target Fe-S protein ICU2-Myc was immunoprecipitated with Myc antibody-conjugated beads (Sigma, A7470). The radioactivity of ^55^Fe was measured by liquid scintillation counting (scintillation liquid: Ultima Gold, Perkin Elmer, 6013321).

## Supporting Information

S1 Fig Characterization of the *mms19* mutants. (A) Diagram of the gene structure of *MMS19*. Black and white boxes indicate exons and untranslated regions, respectively, and horizontal lines indicate introns. T-DNA insertion positions are marked by open triangles. (B) The transcript level of *MMS19* was determined by quantitative RT-PCR. *ACT7* was used as an internal control. Error bars indicate SD.
(PDF) Click here for additional data file.

S2 Fig The transcript levels of transposable elements and DNA repair-related genes in the wild type and the *mms19* mutants. (A) The transposable elements were markedly up-regulated in the *mms19* mutant relative to the wild type. (B) The DNA repair-related genes were up-regulated in the *mms19* mutant relative to the wild type. *ACT7* was an internal control. Three independent experiments were done, and the results from one representative experiment are indicated. Error bars show the SD.
(PDF) Click here for additional data file.

S3 Fig Validation of RNA-seq results by quantitative RT-PCR. Randomly selected co-upregulated genes (A), co-downregulated genes (B), and co-upregulated TEs (C) in *mms19* and *abo4* mutants were used for validation. *ACT7* was used as an internal control. Error bars represent the SD of three technical replicates.
(PDF) Click here for additional data file.

S4 Fig The effect of *mms19* on the expression of DNA repair-related genes in response to MMS treatment. The seedlings were grown on MS medium plates for ~10 days and then treated with 100 ppm MMS for 0, 12, 24, 48, and 72 h. The transcript levels of *XRI* (A), *BCRA1* (B), *RAD51* (C), and *GR1* (D) were determined by quantitative RT-PCR. Error bars indicate the SD.
(PDF) Click here for additional data file.

S1 Table Differentially expressed genes in *mms19* identified by RNA-seq. (XLSX) Click here for additional data file.

S2 Table Differentially expressed genes in *abo4* identified by RNA-seq. (XLSX) Click here for additional data file.

S3 Table Differentially expressed TEs in *mms19* identified by RNA-seq. (XLSX) Click here for additional data file.

S4 Table Differentially expressed TEs in *abo4* identified by RNA-seq. (XLSX) Click here for additional data file.

S5 Table List of primers used in this study. (XLSX) Click here for additional data file.

# Supplementary material for: The Cytosolic Iron-Sulfur Cluster Assembly Protein MMS19 Regulates Transcriptional Gene Silencing, DNA Repair, and Flowering Time in Arabidopsis
**Source:** PLoS One. 2015 Jun 8;10(6):e0129137. doi: 10.1371/journal.pone.0129137
**Supplement:** S2 Fig — (A) The transposable elements were markedly up-regulated in the mms19 mutant relative to the wild type. (B) The DNA repair-related genes were up-regulated in the mms19 mutant relative to the wild type. ACT7 was an internal control. Three independent experiments were done, and the results from one representative experiment are indicated. Error bars show the SD.

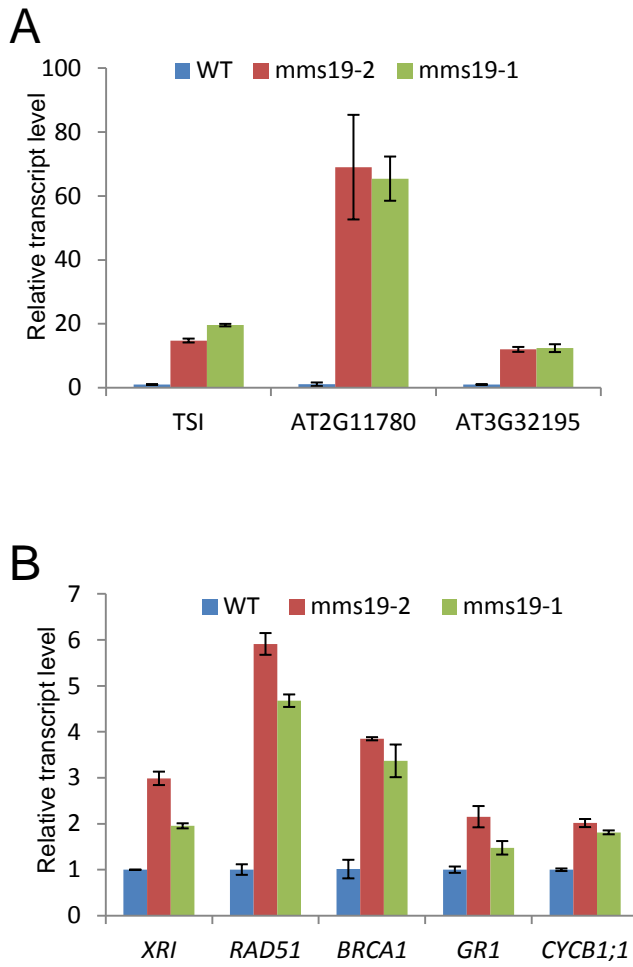

**S2 Fig. The transcript levels of transposable elements and DNA repair-related genes in the wild type and the *mms19* mutants.**

# Supplementary material for: The Cytosolic Iron-Sulfur Cluster Assembly Protein MMS19 Regulates Transcriptional Gene Silencing, DNA Repair, and Flowering Time in Arabidopsis
**Source:** PLoS One. 2015 Jun 8;10(6):e0129137. doi: 10.1371/journal.pone.0129137
**Supplement:** S4 Fig — The seedlings were grown on MS medium plates for ~10 days and then treated with 100 ppm MMS for 0, 12, 24, 48, and 72 h. The transcript levels of XRI (A), BCRA1 (B), RAD51 (C), and GR1 (D) were determined by quantitative RT-PCR. Error bars indicate the SD.

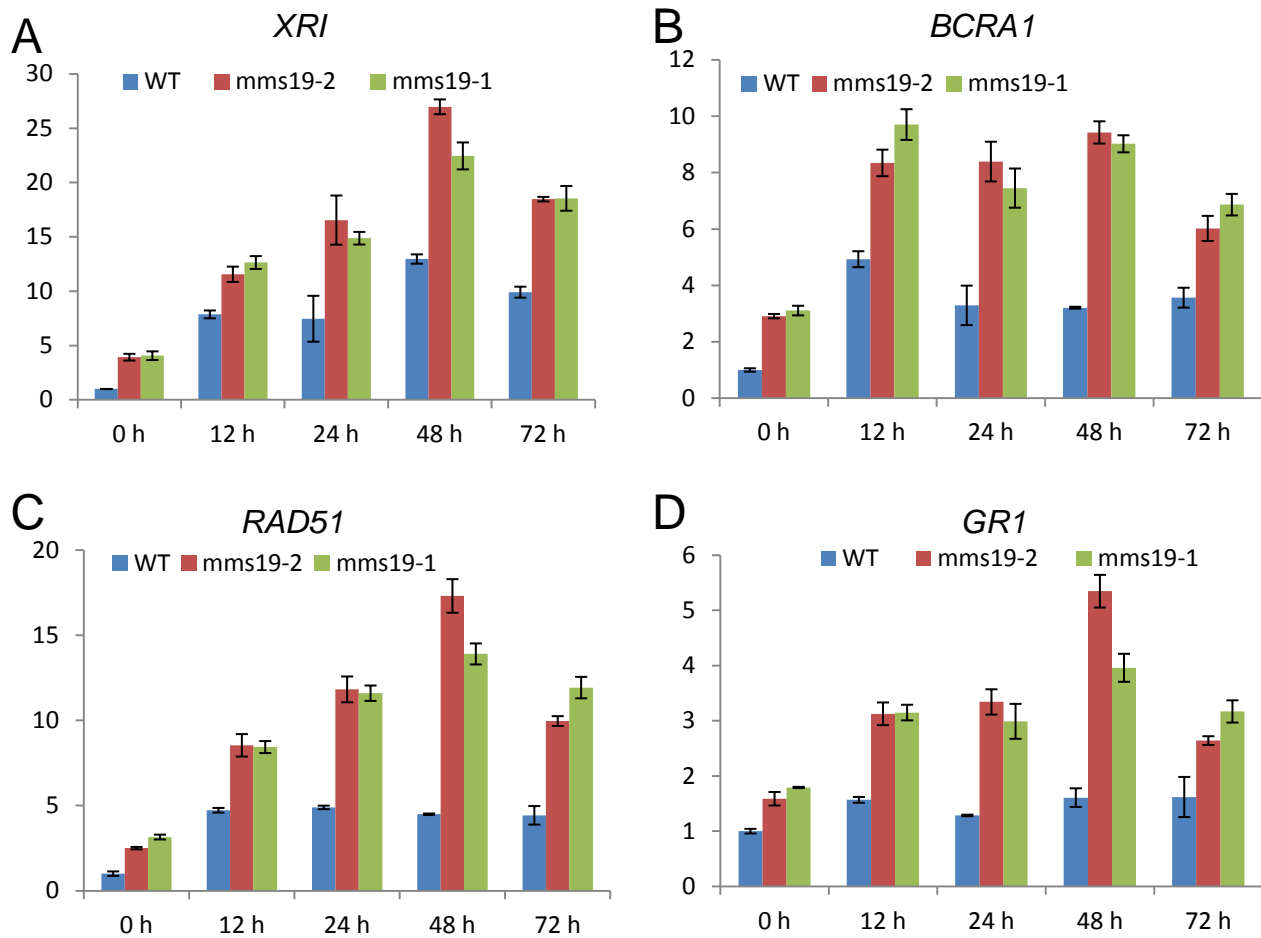

**S4 Fig. The effect of *mms19* on the expression of DNA repair-related genes in response to MMS treatment.**

How the deposited data were processed for this re-analysis (not part of the article)

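Poly(A) RNA of 14-day-old seedlings was sequenced in 3 libraries, with 1 library each for the wild type (Col-0), *mms19-1* and *abo4*. The authors aligned the reads to the TAIR10 genome with Tophat, computed FPKM values per gene with Cufflinks and Cuffdiff, and deposited these FPKM values, without log transformation, in 1 table with 3 columns. The wild-type and *abo4* columns lie within 0.1% of the values of S2 Table at all genes compared (682 and 739), and the *mms19-1* column lies within 0.1% of those of S1 Table at 364 of 365 genes, so the columns were scaled in separate comparisons. The handling of reads that align at several places is not stated in the paper's text.

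The table was read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, tests and intervals used scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Where a locus had several entries, the entry with the larger mean FPKM was used, which left out 574 entries. The main measure was the log2 ratio of FPKM + 0.1 between a mutant and the wild type, with limits of 1 and -1. With 1 library per genotype, no test between genotypes was made, and no p-value is given for a genotype.

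Reads per gene were estimated from FPKM and the effective transcript length of the TAIR10.1 annotation. The shortest fragment was taken as 49 nt, since the share of whole reads at short genes in the wild type was 0.969 with 49 nt and 0.163 with 45 nt, the read length that the paper states. The estimated library sizes relative to the wild type were 0.916 for *mms19* and 0.886 for *abo4*, and the paper's numbers of reads give 0.916 and 0.874. No length was found for 744 loci. Of the 992 genes of S1 and S2 Tables, 990 were found in the TAIR10.1 annotation, and all 990 overlapped the position that the tables give. Genes shorter than the shortest fragment have no read estimate.

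Ratios of reads carry 95% exact intervals, and shares of genes carry 95% Wilson intervals. Libraries with equal expression were simulated 100 times, with Poisson noise and with added dispersions of 0.05 and 0.2, against 1 simulated wild-type library shared by both mutants. Medians of gene lists were set beside 10000 random lists matched on mean expression. The lists covered floral identity, flowering time, the DNA damage response, anthers and pollen, abscisic acid response, cytosolic Fe-S assembly, DNA polymerases, ferritins, iron deficiency, photosynthesis, reference genes, seed storage and silencing factors. Lists for dry seeds, handling stress, salicylic acid and the morning and evening clock were written after the data were examined.

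The genes named in the text were set by a rule made before the data were examined. The rule takes every gene the paper or its primer list names, the 3 largest rises and the 3 largest falls in each mutant with 1 FPKM added, the 3 largest rises of TE genes in each mutant, and the member of each list with the largest change. Other members of the lists that are named were chosen after their values were seen.

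The calculation was tested on simulated data with 32733 genes and Poisson noise only. In these data, 200 genes with over 100 expected reads in the wild type were changed 4-fold, and all 200 were found. The recovery of genes with fewer reads was not tested. Such genes are common among those counted here, since the genes higher in *mms19* had a median of 12.7 estimated reads in both libraries together. None of the 18407 unchanged genes with over 100 reads was called. Of 200 simulated lists without a shift, 2% lay above the upper bound of the central 95% of random lists. The alternatives were other pseudocounts, a minimum mean FPKM, a 4-fold limit, centred ratios, a rule with a binomial p on estimated reads, and several chosen after the data were examined. The GO analysis, the heat maps and the Cuffdiff P were not repeated. S2 Table as read here holds 748 genes where the paper's numbers add up to 749, so no overlap was computed on it.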

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

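These results stand out because they lie apart from the wild-type library at genes the paper does not discuss in these data. For seed storage genes, the tests on reads and scaling were chosen after the result was seen, as were the tests of length, GC content and reads for purine-rich transcripts and the tests for *ROS1* and the DNA damage genes. The paper names no batch, and each genotype has 1 library, so a difference between library preparations cannot be told apart from the genotype.

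The median log2 ratio of 10 seed storage genes was 1.73 in *mms19* and -0.53 in *abo4*. In *mms19* it was 0.86 with 1 FPKM added and 0.89 over the 5 members with a mean of at least 1 FPKM. The tables argue against few reads, because the summed reads were 1.93 times the wild type (1.81 to 2.07), against the scaling of the column, because the centred median was 1.755, and against gene length, because the median lay at percentile 100 of random lists matched on length and mean expression. Dry seeds in the sampled material stay open. A list of 12 other seed transcripts, 2 of them (*EM1* and *EM6*) with values already seen, had a median of 0.78 and summed reads of 2.27 times the wild type. Such a source would give this, but the list cannot single it out. The abscisic acid response list, which also holds *EM1*, went the same way, with medians of 0.41 in *mms19* (percentile 100) and -0.62 in *abo4* (percentile 0). An effect of the mutation was not tested.

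*SMR7* had 3.31 FPKM in the wild type, 31.0 in *mms19* and 97.3 in *abo4*. The DNA damage response list as a whole was also higher in *abo4* than in *mms19*, with a median difference of 0.57 on the log2 scale, at percentile 100 of matched random lists, which share the scaling of the columns. This argues against the scaling as the source of the whole difference, but the interval of the median difference, -0.02 to 1.08, includes the shift of 0.01 between the columns. Against a difference in depth, 10000 draws of libraries of these depths with Poisson noise and equal expression in both mutants gave a median difference of at most 0.07 (0.0659) over the 19 members. By the intervals of their reads, 14 members were higher in *abo4* and 2 were lower. Over the 10 members with at least 500 reads in every library, the median difference was 0.13, and 5 of 10 were higher in *abo4*, which decides nothing, since that limit leaves out members that rise from few reads. A stronger response in *abo4* stays open, as a hypothesis only.

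In *abo4*, 104 genes with over 60% purine in the transcript had a median log2 ratio of -0.61, beside -0.09 in *mms19*. They made up 31 of the 299 genes more than 2-fold lower in *abo4* (10.4%, Wilson interval 7.40 to 14.3%) and 0.536% of all 19395 genes compared. Genes of the same length had a median of -0.01 (-0.0127), and genes of the same GC content had -0.01 (-0.00939), so neither accounts for the fall, and a median of 1093 reads in the wild type argues against few reads. A loss of reads by base composition stays open: among genes of middling lysine and glutamate share, the ratio fell with the purine share of degenerate codon positions (rho -0.0941) and of untranslated regions (rho -0.0398). Lower expression of genes for lysine- and glutamate-rich proteins stays open as well, with a rho of -0.184 at a middling purine share. These correlations are across genes, which are not independent.

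*ROS1* had 27.5 FPKM in the wild type, 58.6 in *mms19* and 21.7 in *abo4*. The ratio in *mms19* was 2.13 (lower bound 2.07), which argues against few reads, and 2.16 after centring, which argues against the scaling. A regulation of *ROS1* by the loss of MMS19 may be proposed as a hypothesis, found and tested on the same data.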

How the results depend on the processing

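The order of some counts changed with 1 FPKM added. In *abo4*, fewer genes were then higher than lower, and TE genes went from more higher than lower to 4 higher and 7 lower in *mms19* and 3 higher and 7 lower in *abo4*, so that *abo4* no longer had more higher TE genes than *mms19*. The correlations stayed above 0 under the alternatives that were run. List medians of 0 moved to either side: the flowering time list in *mms19* lay at 0.02 with centred ratios and at -0.19 over members with a mean of at least 1 FPKM, and the anther and pollen list lay at 0.11 in *mms19* and 0.59 in *abo4* over such members. With centred ratios, *CMT3* and *CIA1* in *mms19* changed sign, from -0.02 and -0.01 to 0.00 and 0.01. No paired analysis was possible because each genotype has 1 library. The alternatives with a minimum transcript length, without genes listed at 0, with every entry, with the wild type on the scale of S1 Table and with the purine trend removed were chosen after the data were examined. Centring the ratios, using every entry, the S1 Table scale and the purine trend left each count, share and correlation they were run on within the limits used here (1.5 times a count, or the 95% interval of a share or correlation).

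With 1 FPKM added in place of 0.1, 163 genes were higher and 132 lower in *mms19*, and 272 were higher and 290 lower in *abo4*. The TE genes higher in *mms19* and *abo4* numbered 4 and 3, with a shared part of 25.0%. The shares of S1 Table genes past 2-fold in *abo4* were 16.3% (higher) and 15.2% (lower). The floral identity list had a median of 0.68 in *mms19* and 0.66 in *abo4*, and the dry seed list had -0.61 in *abo4*. With 0.01 FPKM added, the counts were 1580 higher and 1131 lower in *mms19*, and 2273 higher and 1340 lower in *abo4*, with 309 and 497 TE genes higher. The shared parts were 49.9% (higher) and 44.3% (lower), and the share of S1 Table genes higher in *abo4* was 56.7%. A larger added value draws the log2 ratios of higher and lower genes toward 0, most at low FPKM, so these counts move with it by construction.

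Over genes with a mean of at least 1 FPKM, 204 were higher and 159 lower in *mms19*, and 379 were higher and 375 lower in *abo4*. The shared parts were 45.6% (higher) and 33.3% (lower), and rho was 0.345. With a 4-fold limit, the counts were 149, 128, 233 and 171 in the same order, the shared part of the lower genes was 46.1%, r was 0.487, rho was 0.438, and 10 and 20 TE genes were higher. With a mean of at least 0.1 FPKM, 35 and 42 TE genes were higher, and 80% were shared. Fewer genes are counted under these limits by construction, and the cause of the changes in share and correlation was not tested.

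Under the rule with the binomial p, 386 genes were higher and 225 lower in *mms19*. The shared parts were 44.8% (higher), 19.6% (lower) and 74.4% (TE genes), and rho was 0.430. With transcripts of at least 300 nt, the shared part of the lower genes was 31.5% and r was 0.366. Without genes listed at 0 in the wild type or in both mutants, that part was 20.5%, r was 0.244 and rho was 0.340. The cause was not tested. The simulated share of higher genes rose to 43.4% with an added dispersion of 0.2. Of the values of single genes, 61 moved outside the range that covers both their interval of reads and their value with 0.1 FPKM added, and 311 did not. The depth limits the genes with few reads, where 1 library decides the ratio.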

Differences from the paper's values

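The paper gives 252 genes as upregulated in *mms19*, and 628 were more than 2-fold higher here. The paper gives 453 for *abo4*, and 1021 were higher here. Of the alternatives set before the data were examined, only the minimum mean of 1 FPKM came within 1.5 times the paper's number, with 204 and 379 genes. The other alternatives did not, with 163, 1580, 149, 653 and 386 genes in *mms19* and 272, 2273, 233, 1041 and 812 in *abo4* (1 FPKM added, 0.01 FPKM added, 4-fold limit, centred ratios and the rule with the binomial p).

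The paper gives 132 genes as downregulated in *mms19*, and 432 were more than 2-fold lower here. The count came within 1.5 times with 1 FPKM added (132), with the minimum mean (159) and with the 4-fold limit (128), and it did not with 0.01 FPKM added, centred ratios or the rule with the binomial p. The paper gives 296 for *abo4*, and 682 were lower here. The count came within 1.5 times with 1 FPKM added (290) and with the minimum mean (375), and it did not under the other alternatives set before the data were examined.

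The paper gives 98 genes upregulated in both mutants, and 248 were higher in both here. With the minimum mean the number was 93, and the other alternatives set before the data were examined gave between 62 and 789. The paper gives 26 genes downregulated in both, and 168 were lower in both here. None of the alternatives set before the data were examined closed this gap, and the nearest was 44 under the rule with the binomial p. The paper's share of the downregulated genes of *mms19* that are shared is 19.7%, and it was 38.9% here. Under the rule with the binomial p it was 19.6%, and without genes listed at 0, an alternative chosen after the values were seen, it was 20.5%. The other alternatives set before the data were examined gave 33.3% to 46.1%.

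Of the 252 genes that S1 Table lists as upregulated, 212 were more than 2-fold higher here, and 118 of the 132 listed as downregulated were more than 2-fold lower. The rule with the binomial p found 233 and 126 of them, adding 0.01 FPKM found 241 and 132, and adding 1 FPKM found only 76 and 52. *AP2* is stated by the paper to rise in *mms19* and *abo4* by quantitative RT-PCR of other samples, and its FPKM was 13.8 in the wild type, 11.9 in *mms19* and 14.4 in *abo4*. The panels of Fig 5 are labelled *AP3* where the text writes *AP2*, and *AP3* had 0.214, 1.495 and 0.797 FPKM, so the gene meant in the text is uncertain. *RIN2* (AT4G25230) stands in the primer list among genes upregulated in both mutants, and its FPKM was 16.3 in the wild type, 17.7 in *mms19* and 18.5 in *abo4*.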

Other observations

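The tests of a wild-type library that alone differs, of short genes and of few reads on TE genes were chosen after the results were seen.

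Genes changed the same way in both mutants may reflect the wild-type library that both comparisons share. Simulated libraries with equal expression gave a share of 35.5% with Poisson noise, 28.0% with a dispersion of 0.05 (largest of the draws 33.2%) and 43.4% with a dispersion of 0.2, beside the observed 39.3%. None of these settings also gave the observed 606 genes higher in *mms19*, since the simulated means were 168, 543 and 3259. The dispersion is not known from 1 library per genotype and may vary between genes, which keeps this explanation open. The wild type stood more than 2-fold apart from both mutants at 416 genes, *mms19* from both others at 465 and *abo4* at 922. Noise of the same size in every library would give about equal numbers, so it does not account for the number in *abo4*. The wild type stood apart at no more genes than *mms19*, so for the genes shared by the mutants such noise is not excluded. A wild-type library that alone differs would leave the mutants alike at the shared genes. Among genes of mean FPKM 1 or more higher in both, the mutants differed more than 2-fold from each other at 29.0% (20.8 to 38.9%). Draws of genes of similar expression gave 7.04%, with a central 95% up to 12.9%, which argues against this source for the higher genes. At the genes lower in both, this share was 13.2% (6.55 to 24.8%), beside 5.37%. The central 95% of those draws reached 11.3%, inside the interval, so the lower genes decide nothing. The drawn genes were matched on expression and not on variability, so more variable genes among the shared ones may account for part of the gap. Another hour of harvest of the wild type would move the clock genes in both mutants. In *mms19*, the morning clock list had a median of -0.13 (percentile 3.84, with 2 of 7 genes above the wild type). The evening list had a median of 0.09 (percentile 90.8, with 6 of 7 genes above the wild type). In *abo4*, the morning and evening medians were -1.13 (percentile 0, with 0 of 7 genes above the wild type) and 0.28 (percentile 98.2). The *mms19* medians lay within the central 95% of random lists but went the same way as in *abo4*. They argue against a shift of the wild type as large as the one seen in *abo4*, and leave a smaller one open. Another hour of harvest of *abo4* stays open and was not tested further. Handling of the wild-type seedlings stays open. Genes induced by touch and wounding had a median of -0.81 in *mms19* and -0.29 in *abo4*, where 8 of 19 members were higher, and 2 members had been seen before the list was written.

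TE genes higher in both mutants numbered 30, beside 5.16 in simulated libraries with Poisson noise, which argues against few reads alone. A test run before this went the other way, since the summed reads of all TE genes lay below the wild type in both mutants. Genomic DNA in the mutant RNA would raise silent protein-coding genes as much as silent TE genes. Below a mean of 0.05 FPKM, the summed reads of protein-coding genes were 1.39 times the wild type in *abo4*, beside 2.58 times for TE genes, and 1.12 times in *mms19*, beside 1.43 times. Below 1 FPKM in *mms19*, the ratios were 1.029 for protein-coding genes and 1.007 for TE genes, so the difference in *mms19* holds only for the genes with the lowest values.

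The 3 largest rises and falls in each mutant with 1 FPKM added were at 12 genes shorter than 100 nt, with at most 9 reads in a library where reads were estimated. *MIR156a* is shorter than the shortest fragment and has no estimate. Few reads on genes shorter than the fragments assumed by the quantification are a candidate cause of these changes, as at AT5G58595 (listed at 0 in the wild type, 25.6 FPKM in *mms19* and 238 in *abo4*) and AT1G19373 (123 FPKM in the wild type, listed at 0 in both mutants).

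Of the genes in the primer list as upregulated in both mutants, AT2G18193 had 1.74 FPKM in the wild type, 9.51 in *mms19* and 47.6 in *abo4*. AT4G22960 had 0.581, 4.79 and 10.0 FPKM, and AT5G60250 had 1.71, 7.30 and 19.3 FPKM. AT1G20750, AT1G30170 and AT3G18330 had 0.373, 0.901 and 0.672 FPKM in *mms19*, and AT1G20750 and AT1G30170 had 1 read in the wild type. Of those listed as downregulated, *WRKY40* had 34.4, 9.90 and 16.0 FPKM, *FDM2* had 10.3, 4.03 and 4.56 FPKM, and AT4G22390 had 1.91, 0.372 and 0.485 FPKM. Of the TE genes, AT2G07400 was listed at 0 in the wild type and had 0.136 FPKM in *mms19* and 0.336 in *abo4*, and AT4G06718 had 0.0195, 0.425 and 0.704 FPKM.

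The abscisic acid response list had a median of 0.41 in *mms19* (percentile 100) and -0.62 in *abo4* (percentile 0), with *RD29B* at 6.36, 46.3 and 3.03 FPKM. The iron deficiency list had 0.04 and -0.52, and the ferritins had -0.04 and 0.23. Cytosolic Fe-S assembly genes had -0.02 and 0.04, DNA polymerase genes had 0.06 and 0.08, photosynthesis genes had 0.05 and 0.21, silencing factors had -0.02 and -0.13, and reference genes had 0.01 in both. The salicylic acid list, written after the values of *PR1*, *LURP1* and *PCC1* were seen, had -0.55 in *mms19* and 0.86 in *abo4*, and the dry seed list had -0.96 in *abo4*. *ICU2* had 6.70, 6.79 and 7.58 FPKM, and *POLD1* had 9.33, 8.02 and 7.78 FPKM.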
